# Lef1-dependent hypothalamic neurogenesis inhibits anxiety

**DOI:** 10.1371/journal.pbio.2002257

**Published:** 2017-08-24

**Authors:** Yuanyuan Xie, Dan Kaufmann, Matthew J. Moulton, Samin Panahi, John A. Gaynes, Harrison N. Watters, Dingxi Zhou, Hai-Hui Xue, Camille M. Fung, Edward M. Levine, Anthea Letsou, K. C. Brennan, Richard I. Dorsky

## Abstract

While innate behaviors are conserved throughout the animal kingdom, it is unknown whether common signaling pathways regulate the development of neuronal populations mediating these behaviors in diverse organisms. Here, we demonstrate that the Wnt/ß-catenin effector Lef1 is required for the differentiation of anxiolytic hypothalamic neurons in zebrafish and mice, although the identity of Lef1-dependent genes and neurons differ between these 2 species. We further show that zebrafish and *Drosophila* have common Lef1-dependent gene expression in their respective neuroendocrine organs, consistent with a conserved pathway that has diverged in the mouse. Finally, orthologs of Lef1-dependent genes from both zebrafish and mouse show highly correlated hypothalamic expression in marmosets and humans, suggesting co-regulation of 2 parallel anxiolytic pathways in primates. These findings demonstrate that during evolution, a transcription factor can act through multiple mechanisms to generate a common behavioral output, and that Lef1 regulates circuit development that is fundamentally important for mediating anxiety in a wide variety of animal species.

## Author summary

Humans, mice, fish, and even flies exhibit anxiety-like behavior despite the fact that their brain anatomy varies widely. This study reveals another common thread that runs through these diverse animals: the molecular origins of their shared behavior. Gene knockout experiments in mouse and zebrafish show that the molecular signal Wnt acts through the transcription factor Lef1 to inhibit anxiety in both species. The pathway is required for formation of anxiolytic neurons in a highly conserved brain region, the hypothalamus. From there, however, the process diverges. In the fish, the pathway triggers genes including *corticotropin-releasing hormone binding protein* (*crhbp*), but in mice the same pathway calls into action a different gene, *Pro-melanin concentrating hormone* (*Pmch*). By comparison, the fruit fly *Drosophila* activates *crhbp*, similar to zebrafish. Furthermore, *CRHBP* and *PMCH* show extraordinarily coordinated expression in the primate hypothalamus, indicating that they may act together downstream of Wnt and Lef1 to regulate human behavior. This work reveals the surprising finding that conserved signaling pathways can regulate common behavioral outputs through diverse brain circuits during evolution.

## Introduction

Recent work has demonstrated that innate behaviors can be highly conserved across diverse animal models [1]. Individual neuronal populations that mediate these behaviors are specified during embryogenesis by transcription factors that can also be conserved across species [2]. However, molecular signaling pathways that regulate the development of common behavioral circuits have not been identified. As brain anatomy and connectivity change through evolution, it is possible that a single pathway could act through diverse molecular and cellular targets to establish a single behavioral output, which is the ultimate constraint on gene function.

Wnt/ß-catenin signaling plays important evolutionarily conserved roles in brain development, and thus represents an ideal candidate pathway to link gene regulation with the evolution of behavioral circuits. The Wnt pathway acts through Tcf/Lef transcription factors [3], and both Wnt signaling and Lef1 are required for neurogenesis in the zebrafish hypothalamus [4], an evolutionarily ancient brain structure that regulates innate behaviors [5]. However, the identity and behavioral function of Lef1-dependent hypothalamic neurons, and their degree of evolutionary conservation, are unknown. Here, we show that Lef1 is required for the differentiation of hypothalamic neurons that inhibit anxiety in both zebrafish and mice, but through divergent molecular and cellular mechanisms in the 2 species. Generation of neurons expressing *corticotropin-releasing hormone binding protein* (*crhbp*) requires Lef1 in zebrafish but not in mice, whereas neurons expressing *Pro-melanin concentrating hormone* (*Pmch*) are Lef1-dependent in mice but not in zebrafish. Furthermore, zebrafish and *Drosophila* have common Lef1-dependent *crhbp* expression in their respective neuroendocrine organs, consistent with an ancient conserved pathway that has diverged in mammals. Finally, the Genotype-Tissue Expression (GTEx) project [6] reveals a top-ranked positive correlation between *CRHBP* and *PMCH* in the human hypothalamus, suggesting co-expression and/or co-regulation. Both genes are also correlated with *LEF1* expression in humans, and are expressed in the same region of the marmoset hypothalamus, consistent with a conserved regulatory pathway in primates. These findings suggest that the gene expression network regulated by a transcription factor can change during evolution while still generating a common behavioral output. Our data also suggest an anxiolytic role for Wnt signaling in the human hypothalamus, with potential implications for the etiology and treatment of anxiety disorders.

## Results

### Lef1 is required for the differentiation of hypothalamic neurons in zebrafish

We sought to first characterize the earliest cellular defect in *lef1* null zebrafish mutants [4], so that we could perform a transcriptome analysis at that stage to identify Lef1-dependent genes. Despite grossly normal morphology, mass, and brain size, *lef1* mutants have a smaller caudal hypothalamus (Hc) at 15 days post-fertilization (dpf) [4], and we found that the size reduction occurred at as early as 3–4 dpf (Fig 1A and S1A and S1B Fig). At 3 dpf the tissue already contained fewer Wnt-responsive cells [7] (Fig 1B), as well as fewer serotonergic cells and ventricular GABAergic HuC/D+ neurons (Fig 1C and S1C Fig). However, *th2*:*GFP*+ dopaminergic neurons [8] were unaffected (S1D Fig), indicating that not all neuronal subtypes are Lef1-dependent. In addition, the number of BLBP+ cells was increased (S1E Fig), confirming an inhibitory role of Wnt signaling in the formation of hypothalamic radial glia [4,9].

**Fig 1:**
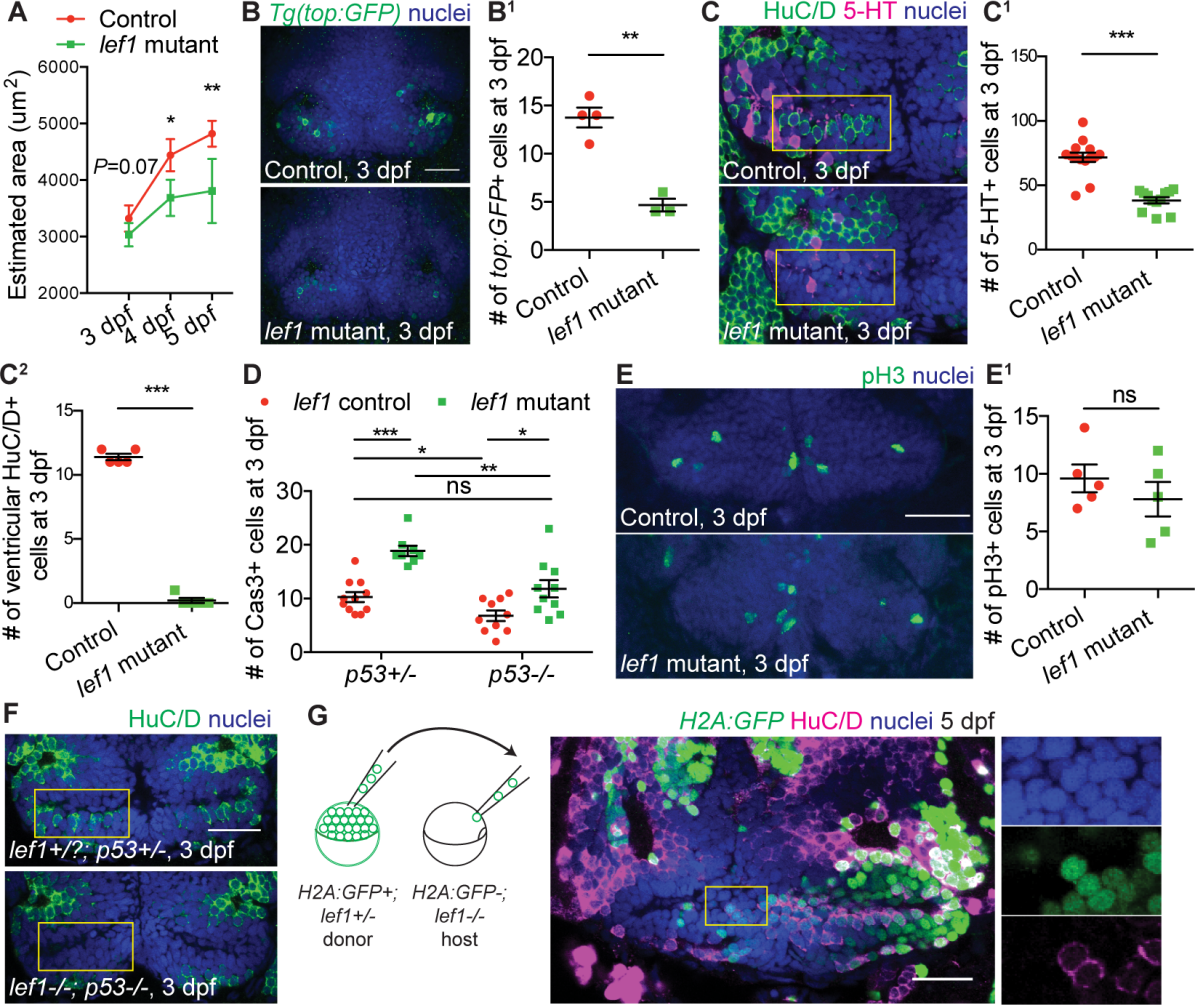
Lef1 promotes neurogenesis in the zebrafish caudal hypothalamus (Hc). (A) Estimation of Hc size in control and *lef1* mutants. See S1B Fig for method. (B-F) Immunostaining and quantification in 3 days post-fertilization (dpf) Hc. Representative immunostaining images of Wnt-responsive *Tg(top*:*GFP)+* (B), 5-HT+ and HuC/D+ (C), and mitotic phospho-histone H3-positive (pH3+) cells (E) in control and *lef1* mutants are shown on the left and quantified on the right (B^1^, C^1^, C^2^ and E^1^). Quantification of apoptotic active Caspase3+ (Cas3+) cells on the *p53* mutant background is shown in (D), and representative immunostaining images of HuC/D+ cells are shown in (F). (G) Transplantation (schematic on the left) followed by HuC/D immunostaining at 5 dpf. All yellow rectangles depict the region with ventricular HuC/D+ cells normally present in wild-type (wt) fish, and magnified images in (G). All images show ventral views of whole-mounted brain with anterior on top. Data are mean ± SEM, except mean ± SD in (A). ***P < 0.001, **P < 0.01, *P < 0.05, ns. *P* > 0.05 by unpaired Student *t* tests. Scale bars: 25 μm. See S1 Table for description of confocal imaging, quantification and experimental *n*. Raw data can be found in S1 Data.

To determine the cellular mechanism underlying the decreased populations in *lef1* mutants, we measured apoptosis and proliferation. We observed an increase in *p53*-dependent apoptosis within the Hc at 3 dpf (Fig 1D), but no change in proliferation at 3 dpf and beyond (Fig 1E and S1F–S1H Fig). Rescue of apoptosis by loss of *p53* (Fig 1D) did not restore HuC/D expression in *lef1* mutants (Fig 1F), consistent with a primary defect in progenitor differentiation. To confirm a failure in neurogenesis, we performed BrdU pulse-chase experiments, and observed fewer newly born serotonergic and ventricular HuC/D+ cells in *lef1* mutants (S1I Fig). To test whether Lef1 functions cell-autonomously, we transplanted cells from *lef1+/-* donors into the hypothalamic anlage of *lef1* mutant hosts during gastrulation, and observed rescue of ventricular HuC/D expression only in donor cells (Fig 1G). Together these data suggest that Lef1 functions cell-autonomously to promote hypothalamic neurogenesis; in *lef1* mutants, neural progenitors fail to differentiate and subsequently undergo cell death, leading to a smaller Hc. Our data also justified 3 dpf as the optimal time point to perform a transcriptome analysis.

### Lef1-dependent genes in the zebrafish hypothalamus are associated with anxiety

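Hypothalami were dissected from fixed 3 dpf embryos and pooled separately for lef1 mutants and controls within each replicate. The 3 biological replicates of each came from different breedings on different days, and a control pool and a mutant pool with the same replicate number are taken here to share a day, which the paper's text does not spell out. RNA depleted of ribosomal RNA was made into stranded libraries and sequenced as single reads. The authors aligned the reads with Novoalign to the GRCz10 genome and Ensembl splice junctions, counted reads on each gene with USeq, and deposited these counts without normalization beside FPKM values. Total counts were 5019389, 10199643 and 15640651 in control replicates 1, 2 and 3, and 10512025, 11909454 and 12728326 in lef1 mutant replicates 1, 2 and 3. The highest control total was 3.12 times the lowest. All 18628 genes in the table have at least 10 counts in some library. The 3 genes with a count above 50000 were left out, as the paper did, and 18625 genes were tested. Counts were normalized by the TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as CPM, counts scaled to the normalized library size, as mean ± SD of 3 replicates. Gene names and positions were taken from the part of S2 Table used here, which holds 1511 of its 18628 genes.

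The targeted gene, lef1 on chromosome 1, had 125 ± 5.64 CPM in controls and 81.2 ± 13.2 CPM in lef1 mutants. This is a log2 fold change of −0.62 (SE 0.101, adjusted p = 0.00703 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called with each library left out in turn. At an adjusted p under 0.1, 149 genes differed between lef1 mutants and controls, and 60 of them had a fold change over 2. Over all genes tested, the 3 mutant libraries lay entirely above or below the 3 control libraries in 8.23%, against the 10% that chance gives for unpaired libraries. Since the replicates are taken here to be paired by day, the 2 shares cannot be compared directly. In a fit with the replicate number as a block, 355 genes passed the threshold, including all 149, and 65 genes had a fold change over 2. Without control replicate 3, the deepest library, 82 genes passed, and without mutant replicate 3, 92 did. The number called with every one of the 6 libraries left out in turn was 75. The gene foxb2 (chromosome 8) had 2.87 ± 0.576 CPM in controls and at most 3 counts in every mutant library, which makes it at least 10.9-fold lower. HRH4 (1 of 2) was at least 4.32-fold lower by the same bound. The transcript si:dkey-85n7.8 fell to 0.541 ± 0.167 CPM, a log2 fold change of −3.86 (SE 0.300). The largest rise was that of klf17, from 1.13 ± 0.276 to 5.35 ± 0.626 CPM, a log2 fold change of 2.14 (SE 0.248). A smaller rise, of hspb1, passed the threshold narrowly (log2 fold change 0.90, adjusted p = 0.0986 from edgeR with Benjamini-Hochberg adjustment) and was called in 2 of the 6 fits that left out a library.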

To identify Lef1-dependent genes, we next performed RNA sequencing (RNA-seq) analysis of whole hypothalami dissected from 3 dpf control and *lef1* mutant zebrafish embryos, and found 144 genes with an adjusted *P* value (AdjP) <0.1, among which 53 genes had a fold change >2 (Fig 2A, S2 Table). Most of these genes had reduced expression in *lef1* mutants (Fig 2A), consistent with Lef1 functioning as a Wnt transcriptional activator [10]. 

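Of the 149 genes, 136 were lower and 13 higher in lef1 mutants, so 91.3% were lower. The 95% Wilson confidence interval of this share runs from 85.7% to 94.8%, and it covers counting error alone, since genes are not independent of each other. Among the genes with a fold change over 2, 58 were lower and 2 higher. The median log2 fold change of the called genes was −0.83. With the replicate block the share lower was 78.6%. All 6 genes on the list of Wnt targets were called lower, among them lef1, the mutated gene itself. The paper shows these genes as known Wnt targets among those it found to depend on Lef1 in these same libraries. Their count is therefore not independent evidence. The gene sp5l had 4.63 ± 0.649 CPM in controls and 0.167 ± 0.171 CPM in mutants, a log2 fold change of −4.64 (SE 0.447). Its paralog sp5a changed less, from 84.3 ± 6.77 to 63.2 ± 2.12 CPM (log2 fold change −0.41, SE 0.0823), and it passed the threshold in 3 of the 6 fits that left out a library. The Wnt inhibitors notum1a and dkk1b had log2 fold changes of −2.22 (SE 0.127) and −2.90 (SE 0.261), and axin2 one of −0.48 (SE 0.0915). The paper proposes that Lef1 acts as a Wnt transcriptional activator.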

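The 20 genes that the paper lists under anxiety and depressive disorder in Fig 2B were all measured. Of these, 18 passed an adjusted p under 0.1 over all genes, 16 lower and 2 higher, and all 20 passed when adjusted over the list alone. The paper chose the list from genes called in these same libraries, so neither these counts nor a test of the list as a set is independent evidence. The median log2 fold change was −0.77. The lowest was that of tacr1b, which fell from 4.78 ± 0.276 to 0.856 ± 0.291 CPM, a log2 fold change of −2.50 (SE 0.275). The serotonin transporter gene slc6a4b fell from 19.1 ± 2.41 to 3.98 ± 0.563 CPM (log2 fold change −2.28). The histidine decarboxylase gene hdc fell from 7.15 ± 1.05 to 2.54 ± 0.579 CPM (log2 fold change −1.50). Smaller changes were those of gad2, from 1053 ± 39.7 to 780.4 ± 23.0 CPM (log2 fold change −0.43), and of nos1, from 180.1 ± 9.88 to 135.6 ± 3.24 CPM (log2 fold change −0.41). The 2 genes that rose were prlra, from 2.05 ± 0.221 to 7.17 ± 1.05 CPM (log2 fold change 1.78), and apoeb, from 23.0 ± 3.27 to 44.5 ± 2.66 CPM (log2 fold change 0.92). The genes htr1ab and rap1gap did not pass over all genes. For rap1gap the log2 fold change was −0.41 (SE 0.107, adjusted p = 0.187 from edgeR with Benjamini-Hochberg adjustment), and it passed under DESeq2 (adjusted p = 0.0997 with Benjamini-Hochberg adjustment) and with the replicate block (adjusted p = 3.57e-04 from edgeR with Benjamini-Hochberg adjustment). Of the 20, 13 passed in all 6 fits that left out a library. The gene kcnj3a (adjusted p = 0.0779 from edgeR with Benjamini-Hochberg adjustment) passed in 1 of those 6 fits. The p of the list as a set is low in part because of how the list was chosen. It was 8.73e-32 by limma's camera with a preset correlation of 0.01 (two-sided), 0.00215 with the correlation estimated from the libraries and 1.08e-04 under fry.

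**Figure D1:**
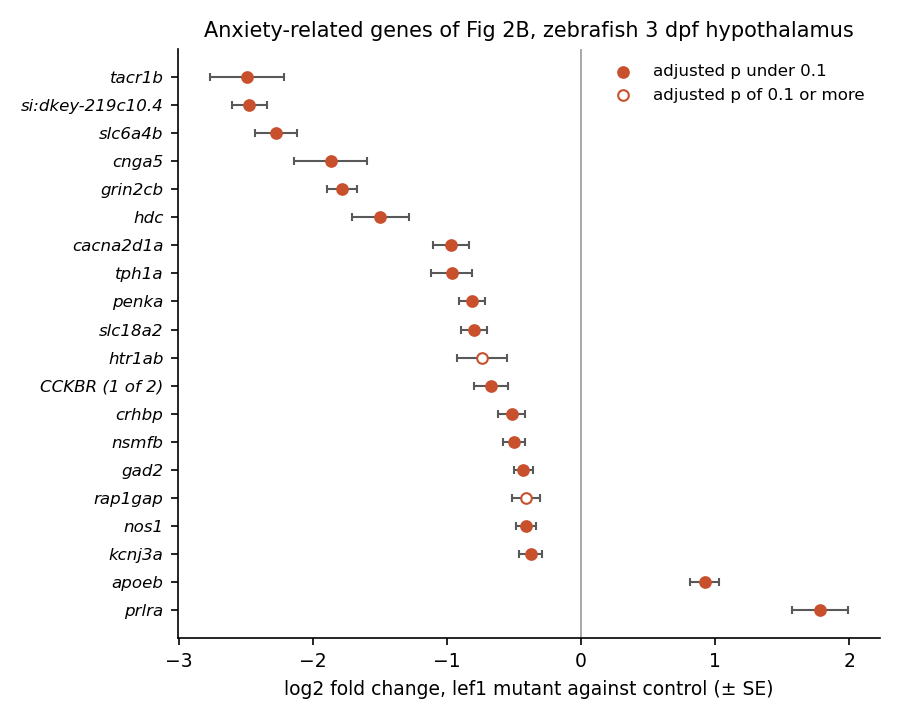
Log2 fold change of each of the 20 genes of Fig 2B in the 3 dpf hypothalamus of lef1 mutants against controls, with its standard error (3 replicates per group). Filled points passed an adjusted p under 0.1 over all genes; the open points are htr1ab and rap1gap, and only apoeb and prlra lie above 0.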

Surprisingly, Ingenuity Pathway Analysis (IPA) identified Lef1-dependent genes as being most highly associated with anxiety and depressive disorder (Fig 2B and S3 and S4 Tables). In contrast, genes associated with other hypothalamus-mediated behaviors, such as feeding (*neuropeptide Y* [*npy*], *agouti-related protein* [*agrp*], and *proopiomelanocortin* [*pomc*]) or sleep (*hypocretin* [*hcrt*]), were unaffected (S2 Table). We performed in situ hybridization on 3 dpf offspring of *lef1+/-* incrosses and confirmed that all Lef1-dependent genes with specific detectable hypothalamic expression showed predicted changes in approximately 25% of embryos, consistent with Mendelian segregation (Fig 2C and 2D and S2A–S2C Fig). These included several known Wnt targets such as *sp5a* and *sp5l* [11] (Fig 2C), and anxiety-related genes identified from IPA (Fig 2B and 2D). Expression of neuronal markers such as *crhbp* and *5-hydroxytryptamine receptor 1A b* (*htr1ab*), was lost specifically in the Hc of *lef1* mutants while remaining intact in the rostral hypothalamus (Fig 2D), resulting in their relatively small fold change in whole hypothalamus RNA-seq analysis (S2 Table). In contrast, expression of other genes, such as 2 *phosphodiesterase 9a* (*pde9a*) paralogs, was lost in the rostral hypothalamus and Hc of *lef1* mutants (Fig 2D and S2A Fig), consistent with *lef1* expression in both regions (Fig 2C). 

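In the whole hypothalamus, crhbp (chromosome 21) had 55.4 ± 6.91 CPM in controls and 38.4 ± 2.70 CPM in lef1 mutants, 69.3% of the control level. The log2 fold change was −0.52 (SE 0.102, adjusted p = 0.0256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without control replicate 1 (adjusted p = 0.125), without control replicate 3 (adjusted p = 0.240) and without mutant replicate 3 (adjusted p = 0.107, all from edgeR with Benjamini-Hochberg adjustment). The gene htr1ab, also on chromosome 21, had 16.6 ± 2.71 CPM in controls and 9.83 ± 2.71 CPM in mutants, 59.1% of the control level. Its log2 fold change was −0.74 (SE 0.187), and the mutant libraries all lay below the control libraries. It missed the threshold over all genes (adjusted p = 0.167 from edgeR with Benjamini-Hochberg adjustment). It passed under DESeq2 (adjusted p = 0.0404) and with the replicate block in edgeR (adjusted p = 1.69e-04, both with Benjamini-Hochberg adjustment).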

We also observed expression of Lef1-dependent genes in the Hc of wild-type (wt) adult zebrafish (S2D Fig), suggesting the presence of Wnt activity and Lef1-dependent neuronal populations throughout life. Together these results suggested that *lef1* mutants might have an anxiety-related behavioral phenotype.

**Fig 2:**
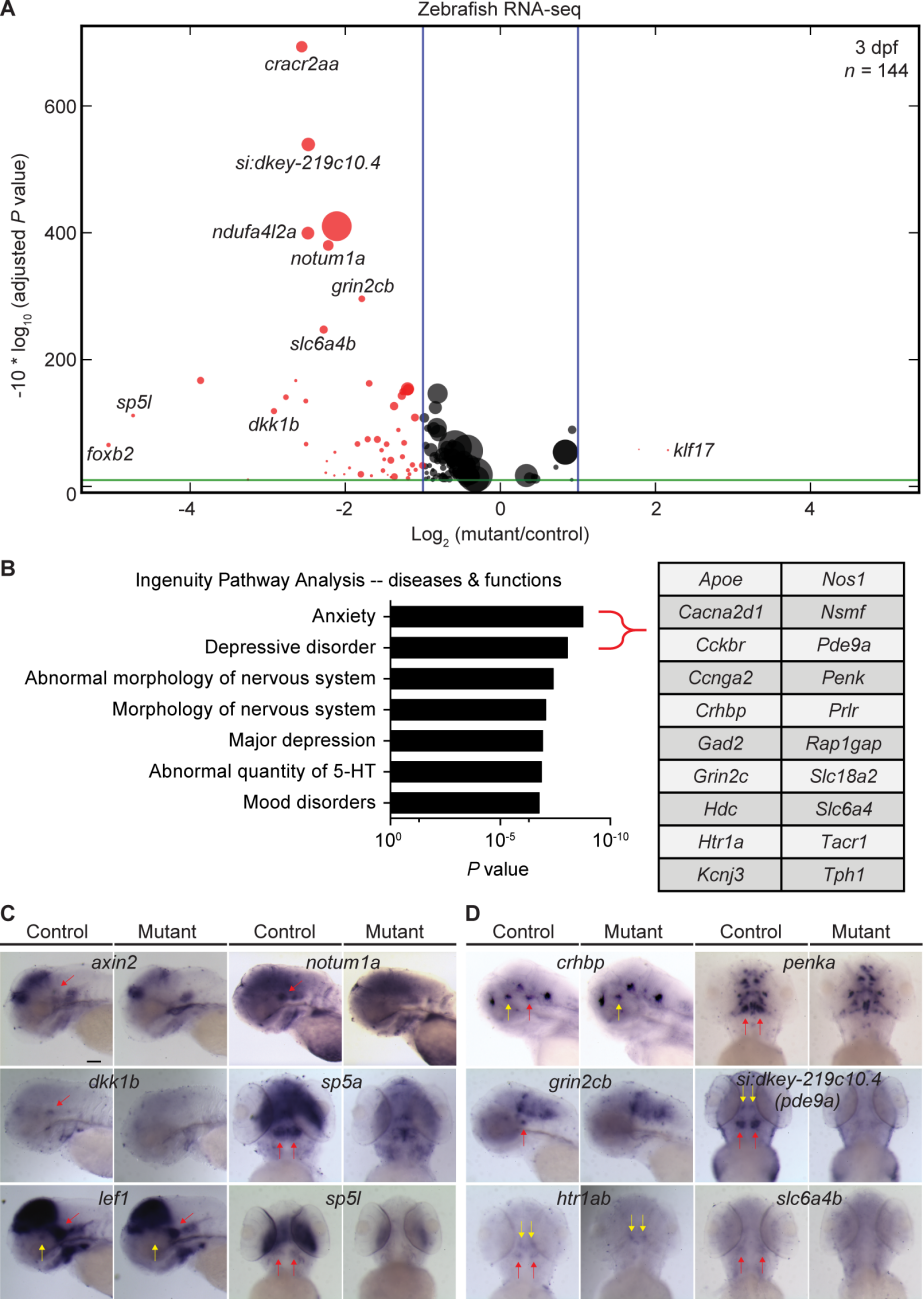
Lef1 activates expression of zebrafish hypothalamic genes associated with anxiety. (A) Volcano plot of zebrafish RNA sequencing (RNA-seq) shows differentially expressed genes in the 3 days post-fertilization (dpf) hypothalamus of *lef1* mutants compared to control. Only genes with adjusted *P* value (AdjP) <0.1 (green line) are shown. Genes with an absolute value of log_2_ ratio >1 (blue lines) are shown in red; others are shown in black. Node size represents the averaged fragments per kilobase of transcript per million mapped reads of a gene in the control. (B) Ingenuity Pathway Analysis (IPA) for zebrafish hypothalamic Lef1*-*dependent genes revealed 20 genes associated with anxiety and depressive disorder, listed in the table. (C and D) Representative images of whole mount in situ hybridization on 3 dpf control and *lef1* mutant embryos for known Wnt targets (C) and genes associated with anxiety and depressive disorder (D). Red and yellow arrows indicate expression in caudal and rostral hypothalamus, respectively. Lateral (*axin2*, *dkk1b*, *lef1*, *notum1a*, *crhbp*, and *grin2cb*) or ventral (other genes) views were selected for optimal expression visualization. Scale bar: 100 μm.

### Zebrafish *lef1* mutants exhibit increased anxiety

*lef1* mutants raised with siblings had decreased survival and size (S3A and S3C Fig). When separated at 15 dpf, mutants survived normally (S3B and S3C Fig), but were still smaller than control siblings at culture densities that maximized their growth (Fig 3A and S3D Fig), a phenotype potentially due to enhanced anxiety [12]. We then performed a novel tank diving test to measure anxiety-related behavior [13]. We found that *lef1* mutant larvae had a longer latency to enter the upper half of a novel tank and spent less overall time in this zone during the initial exploration phase (Fig 3B and 3C and S1 Video), consistent with elevated anxiety. Notably, *lef1* mutants travelled less distance during this phase, partially due to more frequent freezing behavior as indicated by increased time in immobility (Fig 3D and 3E and S1 Video), and again consistent with elevated anxiety. Importantly, *lef1* mutants no longer displayed anxiety-related behavior after the exploration phase (Fig 3F). The body growth and anxiety phenotypes in *lef1* mutants could be explained by reduced expression of multiple hypothalamic genes including *crhbp* (Fig 2D), which encodes a corticotropin-releasing hormone (CRH) inhibitor [14]. However, pleiotropic phenotypes in zebrafish *lef1* mutants [4,15] could also contribute to defects in growth or motor behavior. Therefore, we sought to create a tissue-specific mouse knockout model to examine the hypothalamic function of Lef1, and to determine whether it is evolutionarily conserved.

**Fig 3:**
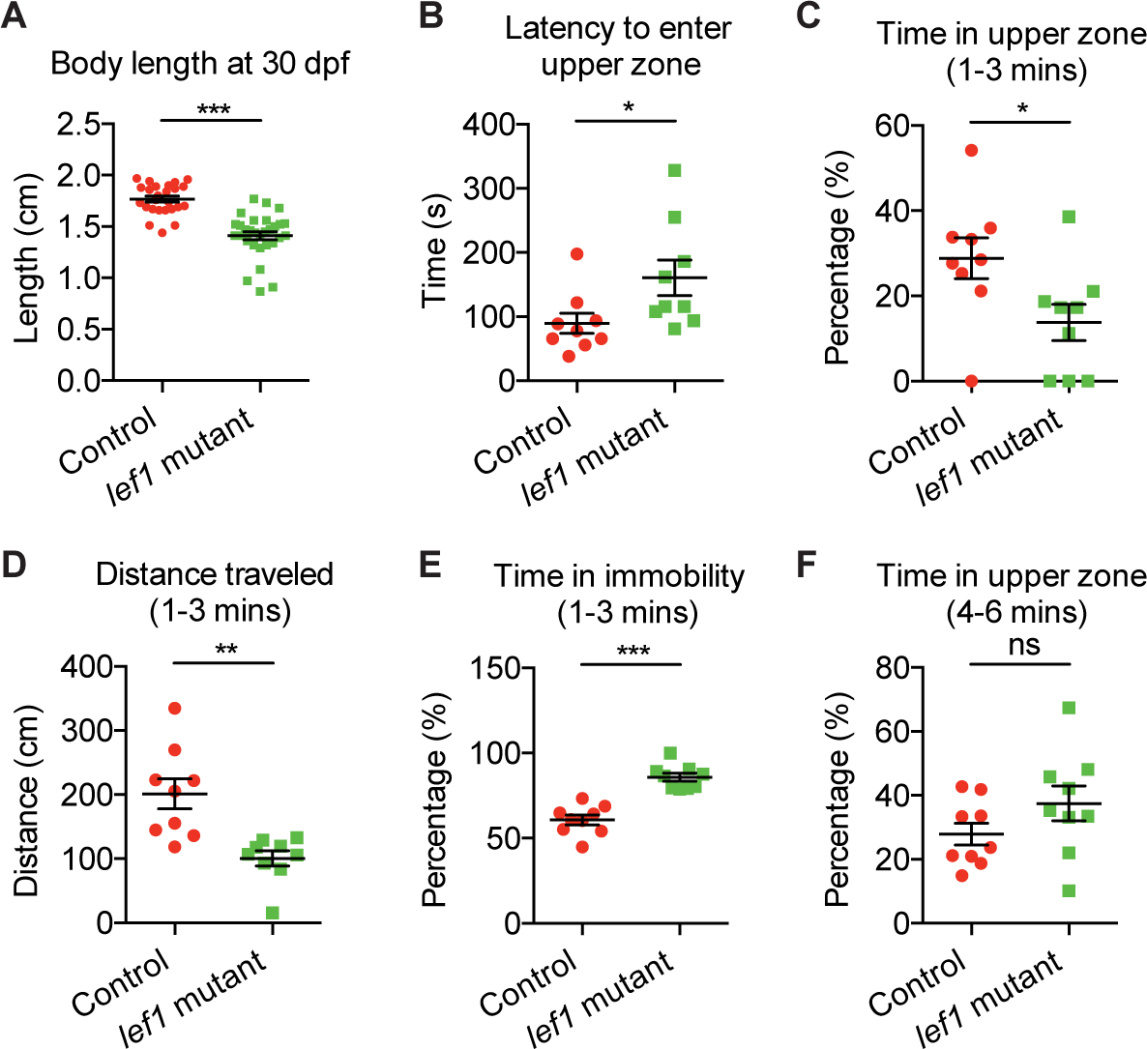
Lef1 regulates growth and anxiety in zebrafish. (A) Size of 30 days post-fertilization (dpf) fish when raised at 5 fish per tank separated by genotype. *n* = 25, 30 for control and mutant, respectively. (B-F) Novel tank diving test. Sixteen dpf larvae were analyzed between 1–3 minutes (C-E) or 4–6 minutes (F) after entering a novel tank. *n* = 9 for both controls and mutants. Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ns. *P* > 0.05 by unpaired Student *t* tests. Raw data can be found in S1 Data.

### Hypothalamic *Lef1* inhibits anxiety in mice

*Lef1* is expressed in the mouse Hc from embryonic day (E) 10.5 to adulthood [16,17], and while previously characterized *Lef1* null mutants exhibit postnatal lethality and a smaller body size, no hypothalamic phenotypes were reported [18,19]. We created a mouse hypothalamus knockout model using *Nkx2-1*^*Cre*^ and *Lef1*^*flox*^ alleles [20,21]. We also introduced the Cre reporter *Rosa*^*tdTomato*^ [22] to create the conditional knockout allele *Nkx2-1*^*Cre/+*^*;Lef1*^*flox/flox*^*;Rosa*^*tdTomato/+*^ (herein referred to as *Lef1*^*CKO*^) and control littermates *Nkx2-1*^*Cre/+*^*;Lef1*^*flox/+*^*;Rosa*^*tdTomato/+*^ (herein referred to as *Lef1*^*CON*^), which were used for all experiments. We confirmed successful recombination by tdTomato expression (S5A Fig), and loss of hypothalamic Lef1 and Wnt reporter [23] expression in *Lef1*^*CKO*^ mice (S5B and S5C Fig), which were viable, fertile, and morphologically indistinguishable from *Lef1*^*CON*^ littermates. However, both male and female *Lef1*^*CKO*^ mice gained weight more slowly after weaning (Fig 4A), similar to the phenotype we observed in zebrafish *lef1* mutants (Fig 3A), and again consistent with elevated anxiety [12].

**Fig 4:**
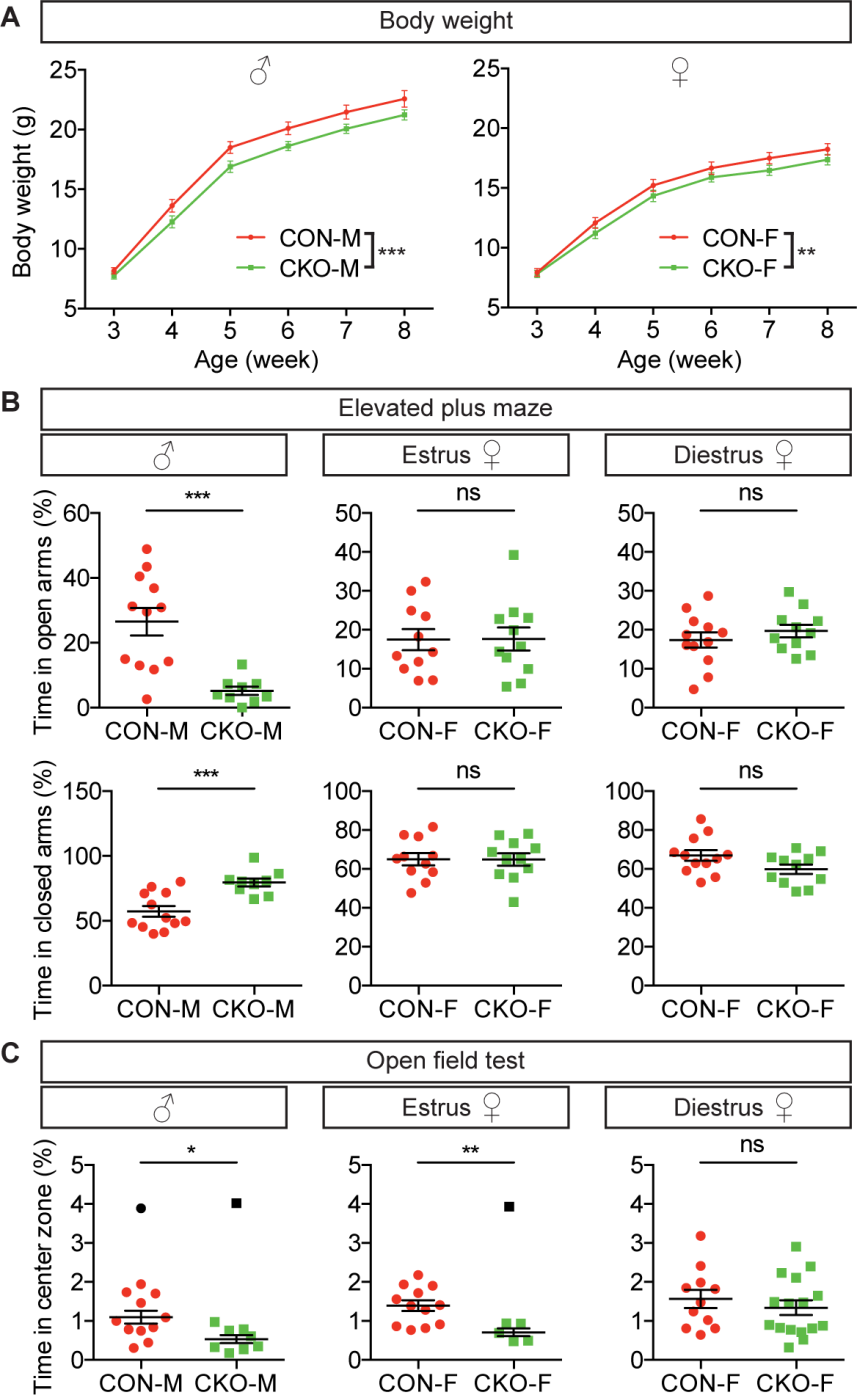
Hypothalamic Lef1 regulates growth and anxiety in mice. (A) Body weight of male *Lef1*^*CKO*^ (CKO-M, *n* = 27) and female *Lef1*^*CKO*^ (CKO-F, *n* = 26) compared to controls (CON-M, *n* = 27; CON-F, *n* = 26). (B) Elevated plus maze (EPM). (C) Open field test (OFT). In (B) and (C), *n* = 12, 9 for male CON, CKO. In (B), *n* = 11, 11 for female CON, CKO in estrus; *n* = 12, 11 for female CON, CKO in diestrus. In (C), *n* = 12, 6 for female CON, CKO in estrus; *n* = 11, 16 for female CON, CKO in diestrus. Data are mean ± 95% CI (A) or SEM (B and C). ***P < 0.001, **P < 0.01, *P < 0.05, ns. *P* > 0.05 by 2-way ANOVA with repeated measures (A, F_(1, 26)_ = 22.2 for male and F_(1, 25)_ = 8.842 for female) and unpaired Student *t* tests (B and C). Outliers depicted in black (C) were excluded using the Grubbs’ test (*P* < 0.05). Raw data can be found in S1 Data.

To directly measure anxiety-related behavior, we used an elevated plus maze (EPM) test and found that male *Lef1*^*CKO*^ mice spent significantly less time in the open arms and more time in the closed arms (Fig 4B) despite normal mobility (S4A Fig). In an open field test (OFT), male *Lef1*^*CKO*^ mice spent significantly less time in the center zone (Fig 4C) despite normal mobility (S4B Fig). These results are consistent with elevated anxiety in male *Lef1*^*CKO*^ mice. We also observed enhanced anxiety specifically in OFT with estrous female *Lef1*^*CKO*^ mice, but not with diestrous or all females, or with EPM testing of any females (Fig 4B and 4C and S4A and S4B Fig), likely due to reported variations in anxiety-related behavior between different sexes [24] and different behavioral assays [25]. Together, these results suggest a conserved role of hypothalamic Lef1 in inhibiting anxiety.

### Hypothalamic *Lef1* is required for generation of *Pmch+* neurons in mice

Consistent with the neurogenesis defect we observed in zebrafish, we found fewer HuC/D+ cells in the mouse hypothalamic ventricular zone in *Lef1*^*CKO*^ embryos at E14.5 (Fig 5A). Importantly, this effect was restricted to coronal sections in which endogenous Lef1 is expressed (S5B Fig). 

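Hypothalami of male E14.5 embryos were dissected under a fluorescent microscope and pooled, with 3 pools for each genotype. Lef1 CON embryos carry 1 floxed Lef1 allele and Lef1 CKO embryos 2, and both carry Nkx2-1 Cre. RNA from all pools was extracted on the same day, and libraries were made from ribosome-depleted RNA as for zebrafish. The authors mapped the single reads to GRCm38, counted reads per gene in the same way, and deposited counts and FPKM values for 17103 genes with at least 10 counts in some library. Total counts ranged from 18003964 to 20788180 in the CON libraries (median 18210305) and from 20893565 to 23371232 in the CKO libraries (median 21118037). All 17103 genes were tested with the same normalization and test as the zebrafish libraries. Gene positions are those of GENCODE M21 on GRCm38.

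Lef1 itself (chromosome 3, 131110471 to 131224356) had 9.13 ± 1.16 CPM in CON and 6.71 ± 0.442 CPM in CKO (SD, n = 3 pools), with every CKO library below every CON library. That is a log2 fold change of −0.44 (SE 0.113), which passed an adjusted p under 0.1 with the replicate block (adjusted p = 0.0301) and not without it (adjusted p = 0.223, both from edgeR with Benjamini-Hochberg adjustment). The paper reports from immunostaining that Lef1 and a Wnt reporter were lost in the CKO hypothalamus. These RNA counts over the whole gene do not measure that protein. At an adjusted p under 0.1, 23 genes differed, 16 lower and 7 higher in CKO, and 1168 of the 17103 genes had an unadjusted p under 0.05. Over all genes tested, the libraries of the 2 genotypes lay entirely apart in 11.5%, against the 10% that chance gives for unpaired libraries. If the replicate numbers mark pairs, the 2 shares cannot be compared directly. The balance of directions turned without CON replicate 3, with 9 lower and 22 higher. With a correction for GC content and the replicate block, an alternative chosen after seeing the values, there were 174 lower and 127 higher. A fit with the replicate number as a block called 201 genes, including all 23. Single libraries also moved the count, which was 6 without CON replicate 2, 6 without CKO replicate 2 and 250 without CKO replicate 3.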

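A fold change over 2 was reached by 3 of the 23 genes, which were Pmch, Rpl34 and Xlr3b, and by 14 genes in the fit with the replicate block. Pmch (chromosome 10, 88091072 to 88092375, plus strand) encodes the precursor of melanin-concentrating hormone. It had 40.7 ± 3.75 CPM in CON and 4.02 ± 0.711 CPM in CKO, 9.88% of the CON level. Its log2 fold change was −3.34 (SE 0.0990, adjusted p = 3.07e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between −3.49 and −3.25 with each library left out in turn. The gene Parpbp, on the opposite strand, overlaps Pmch. The paper's text does not say whether reads were counted by strand, so the counts of the 2 genes are not certain to be separate. Parpbp had 6.45 CPM in CON and 6.40 CPM in CKO, a log2 fold change of −0.02 (SE 0.131). Pmch lost 36.65 CPM, which argues against many of its reads being counted for Parpbp. Xlr3b, on chromosome X, belongs to a multigene family whose reads the counting could have divided among copies, so its value is uncertain. It had 0.473 ± 0.341 CPM in CON and 1.41 ± 0.189 CPM in CKO (log2 fold change 1.52, adjusted p = 0.0967 from edgeR with Benjamini-Hochberg adjustment). Its call was lost without robust dispersion, under both other normalizations, and in all but 2 of the 6 fits that left out a library. The other 20 genes had log2 fold changes between −0.93 and 0.84.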

To identify Lef1-dependent genes in the mouse hypothalamus, we performed RNA-seq analysis of hypothalami dissected from E14.5 *Lef1*^*CON*^ and *Lef1*^*CKO*^ embryos, and surprisingly identified only 1 protein-coding gene that mapped to a unique locus with an AdjP <0.1 and a fold change >2, *Pmch* (Fig 5B and S5 Table). *Pmch* expression normally overlaps with *Lef1* in the premammillary hypothalamus, and extends into the lateral hypothalamus (Fig 5C) [17,26]. We confirmed loss of *Pmch* expression in E14.5 *Lef1*^*CKO*^ embryos by quantitative real-time PCR (qPCR) and immunostaining (Fig 5D and S5D and S5E Fig). The only other significantly affected protein-coding gene identified by RNA-seq, *Ribosomal Protein L34* (*Rpl34*) (Fig 5B, S5 and S6 Tables), is a repetitive processed pseudogene that could not be conclusively mapped to a single genomic locus, although one copy is located adjacent to *Lef1*.

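Rpl34 (chromosome 3, 130726831 to 130730398, minus strand) had 47.2 ± 4.07 CPM in CON and 3.49 ± 0.166 CPM in CKO at E14.5 (SD, n = 3 pools). This is a log2 fold change of −3.75 (SE 0.0903, adjusted p = 1.92e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At P22 it had 22.2 ± 0.576 CPM in CON and 1.83 ± 0.478 CPM in CKO (SD, n = 3 mice), a log2 fold change of −3.60 (SE 0.137, adjusted p = 6.00e-10 from the same edgeR test with Benjamini-Hochberg adjustment). It was called at both ages with each library left out in turn. The annotated gene begins 380.1 kb from Lef1. In the GENCODE M21 transcripts, 10 other genes, among them Rpl34-ps1 and Rpl34-ps2, share at least 90% identity with the spliced Rpl34 transcript over at least 100 bases. The longest of these matches is 359 bases, and the transcript compared is 480 bases long. Reads from these copies and from Rpl34 cannot be fully separated by mapping, so the Rpl34 counts are uncertain. Other genes around Lef1 also differed between CKO and CON. Of the 50 genes tested at both ages within 5 Mb of Lef1, Rpl34 among them and Lef1 left out, 12 had an unadjusted p under 0.05 at E14.5 and 12 at P22, and Rpl34, Cisd2, Alpk1 and Enpep did so at both ages in the same direction and Mcub in opposite directions.

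**Figure D2:**
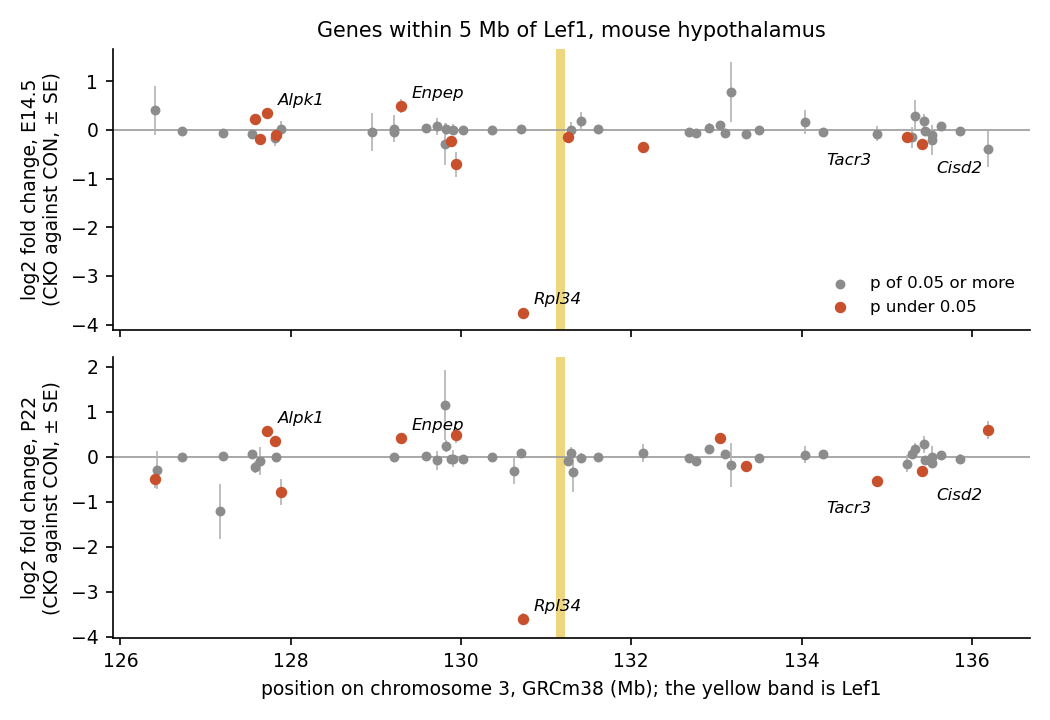
Log2 fold change of the genes within 5 Mb of Lef1 at E14.5 and at P22, CKO against CON, with standard errors, along chromosome 3 of GRCm38. Rpl34 lies at −3.75 and −3.60, and the genes marked in red had an unadjusted p under 0.05.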

**Fig 5:**
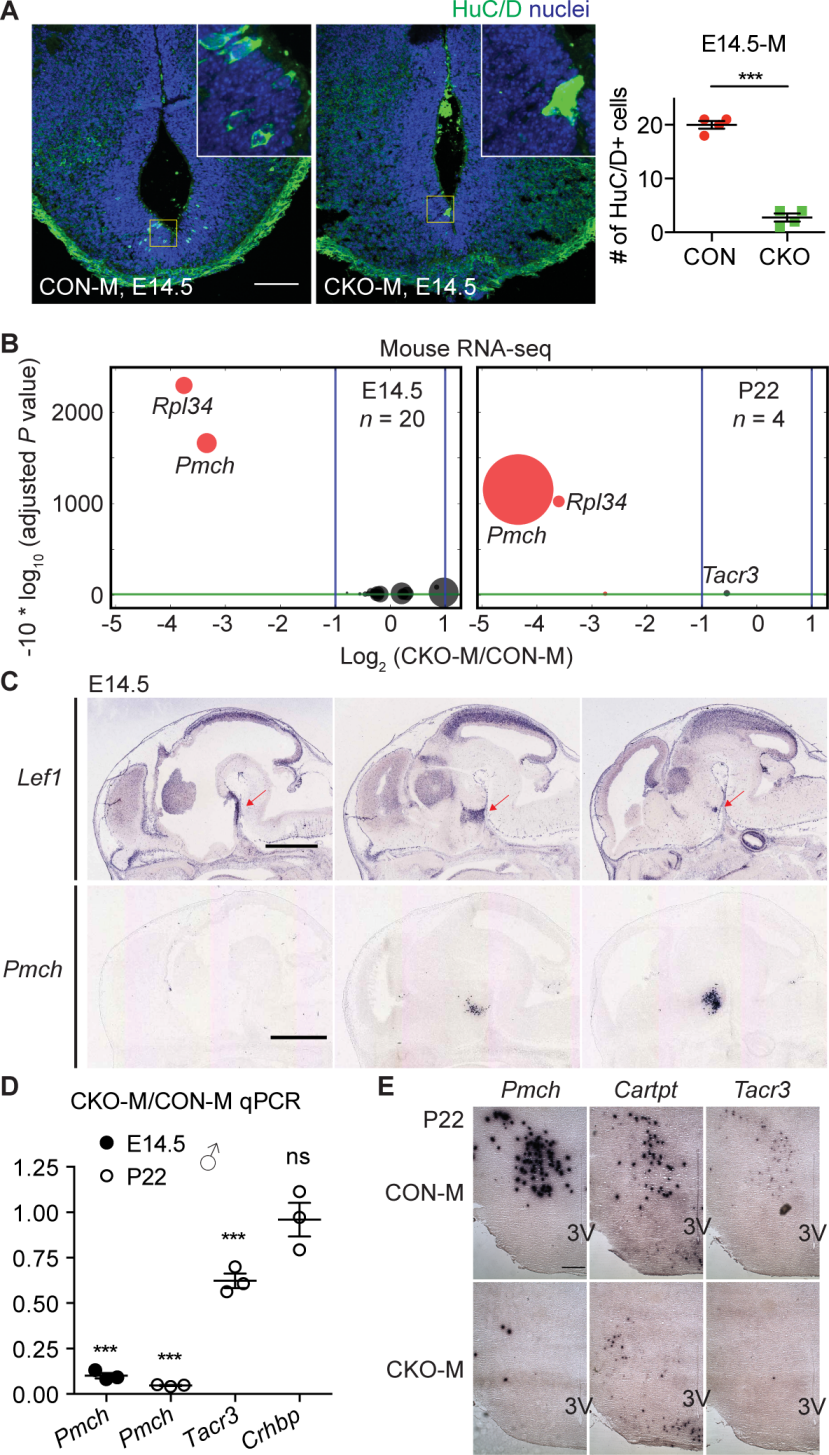
Hypothalamic Lef1 is required for *Pmch*+ neuron formation in mice. (A) Immunostaining of HuC/D+ cells in the hypothalamic ventricular zone of E14.5 CON-M and CKO-M, with quantification shown on the right (*n* = 4). Images are z-projections of 16 μm confocal optical slices, shown with dorsal side on top, and higher magnification views of yellow squares in the insets. (B) Volcano plot of mouse RNA sequencing (RNA-seq) shows differentially expressed genes in the hypothalamus of CKO-M compared to CON-M at E14.5 (left) and P22 (right), using the same format as in Fig 2A. (C) E14.5 sagittal in situ hybridization images (www.genepaint.org) show expression of *Lef1* (red arrows) and *Pmch* in the wild-type (wt) hypothalamus [26]. (D) Quantitative real-time PCR (qPCR) analysis for male shows hypothalamic gene expression in E14.5 and P22 CKO-M relative to CON-M. (E) P22 coronal in situ hybridization images show expression of *Pro-melanin concentrating hormone* (*Pmch*), *CART prepropeptide* (*Cartpt*), and *Tachykinin receptor 3* (*Tacr3*) in the lateral hypothalamus. 3V, third ventricle. Data are mean ± SEM. ***P < 0.001, ns. *P* > 0.05 by unpaired Student *t* tests. Scale bars: 400 μm in (C); 30 μm in (E). Raw data can be found in S1 Data.

Reduced *Pmch* expression in *Lef1*^*CKO*^ embryos was unexpected because its orthologs were not significantly affected in RNA-seq analysis of zebrafish *lef1* mutants (S2 Table). To determine if any Lef1-dependent genes were conserved with zebrafish later in development, we performed another RNA-seq analysis at postnatal day (P) 22, when *Lef1*^*CKO*^ mice begin to exhibit a growth defect (Fig 4A). In this experiment, we identified only 2 affected protein-coding genes mapped to unique loci with an AdjP <0.1: *Pmch* and *Tachykinin receptor 3* (*Tacr3*) (Fig 5B, S6 Table). 

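For P22, each of the 3 CON and 3 CKO libraries was made from the hypothalamus of 1 male mouse that had not been weaned, and the mice came from at least 2 litters. Tissue was frozen in TRIzol, and RNA was extracted from all samples on the same day. The authors deposited counts and FPKM values for 17779 genes, made as at E14.5, and all were tested. Total counts ranged from 22014744 to 25993852 in the CON libraries (median 23662575) and from 23632984 to 27345532 in the CKO libraries (median 26928410). Lef1 had 5.49 ± 1.37 CPM in CON and 4.44 ± 0.768 CPM in CKO (SD, n = 3 mice), a log2 fold change of −0.32 (SE 0.177). The ranges of the 2 genotypes overlapped. As at E14.5, these RNA counts over the whole gene do not measure the Lef1 protein, whose loss in CKO the paper reports. At an adjusted p under 0.1, 2 genes differed, Rpl34 and Pmch, both lower in CKO, and 297 of the 17779 genes had an unadjusted p under 0.05. Both had a fold change over 2. With DESeq2 in place of edgeR, 4 genes passed, and the added ones were Tacr3 and Gm15564.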

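Pmch had 507.6 ± 70.7 CPM in CON and 25.0 ± 2.68 CPM in CKO at P22 (SD, n = 3 mice), 4.93% of the CON level. Its log2 fold change was −4.34 (SE 0.145, adjusted p = 0.00164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without CKO replicate 1 the log2 fold change was −4.40 and the adjusted p 0.251 from edgeR with Benjamini-Hochberg adjustment, so that library decides the call although not the size of the change. Parpbp, which overlaps Pmch on the other strand, had 1.40 CPM in CON and 0.881 CPM in CKO. Its log2 fold change was −0.66 (SE 0.231, unadjusted p = 0.0114 from edgeR), with every CKO mouse below every CON mouse. It was not called over all genes. At this age it moved in the direction of Pmch, so some reads may have been counted for both genes. Parpbp lost 0.524 CPM where Pmch lost 482.6 CPM, which argues against more than a small part of the Pmch reads being shared. Tacr3 (chromosome 3, 134829007 to 134934579) had 21.1 ± 0.968 CPM in CON and 68.5% of that level in CKO, and every CKO mouse was below every CON mouse. Its log2 fold change was −0.55 (SE 0.0959), which missed the threshold over all genes (adjusted p = 0.231 from edgeR with Benjamini-Hochberg adjustment). It passed under DESeq2 (adjusted p = 0.00620) and without CKO replicate 2 (adjusted p = 0.0269 from edgeR, both with Benjamini-Hochberg adjustment). At E14.5 it had 3.35 ± 0.319 CPM in CON and 3.17 ± 0.243 CPM in CKO (SD, n = 3 pools), a log2 fold change of −0.08 (SE 0.157). The paper proposes that Pmch+ neurons are lost.

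**Figure D3:**
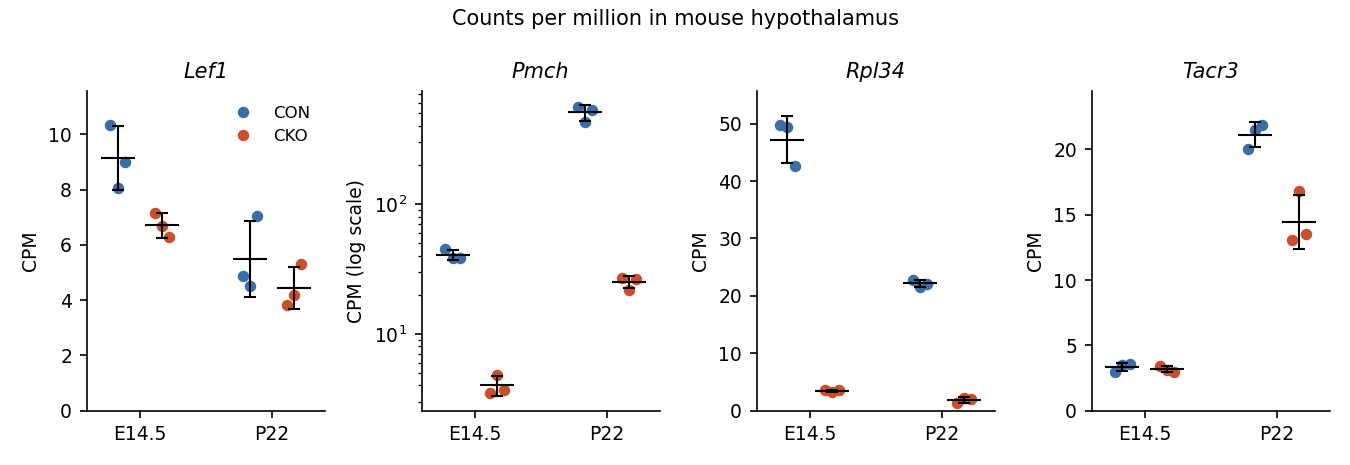
CPM of Lef1, Pmch, Rpl34 and Tacr3 in each CON and CKO library at E14.5 and P22, with the mean and SD of 3 libraries; the axis of Pmch is logarithmic. For Pmch and Rpl34 the CKO libraries lie far below the CON libraries at both ages, and for Tacr3 at P22 the CKO libraries lie between 13.1 and 16.8 CPM.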

*Tacr3* is known to be co-expressed in *Pmch*+ neurons, along with *CART prepropeptide* (*Cartpt*) [27]. We confirmed their reduced expression in the lateral hypothalamus of P22 *Lef1*^*CKO*^ mice by qPCR and in situ hybridization (Fig 5D and 5E and S5E Fig), consistent with loss of *Pmch*+ neurons. Decreased body weight observed after ablating *Pmch*+ neurons [28,29] may therefore be related to an anxiolytic role for these cells [12], which is further supported by characterization of their inputs and activity [30].

Orthologs of multiple Lef1-dependent anxiety-related genes in zebrafish are expressed near *Lef1* in the mouse hypothalamus, such as *Pde9a* and *Nitric oxide synthase 1* (*Nos1*) at E14.5 [26], and *Crhbp* and *Histidine decarboxylase* (*Hdc*) in adults [16]. However, RNA-seq analysis indicated that expression of these genes was Lef1-independent in mice (S5 and S6 Tables), and we confirmed this result for *Crhbp* by qPCR and in situ hybridization (Fig 5D and S5E and S5F Fig). In addition, we confirmed that expression of zebrafish *pmch* orthologs [31] does not depend on Lef1 at either 3 dpf or 15 dpf (S6A–S6C Fig). 

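Pde9a had a log2 fold change of 0.14 (SE 0.0568) at E14.5 and 0.07 (SE 0.0748) at P22, CKO against CON. For Nos1 the values were −0.26 (SE 0.109) and 0.01 (SE 0.0751). Crhbp had 1.95 ± 0.384 CPM in CON and 1.99 ± 0.335 CPM in CKO at E14.5, and 8.86 ± 0.408 CPM and 8.99 ± 0.423 CPM at P22 (SD, n = 3). Its log2 fold change was 0.02 at both ages (SE 0.209 at E14.5 and 0.0991 at P22), and its sign changed when single libraries were left out. Hdc had log2 fold changes of −0.31 (SE 0.187) and −0.17 (SE 0.0613). The lowest adjusted p of these 4 genes over all genes was 0.643 at E14.5 and 1.00 at P22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Some pass when adjusted over the 9 mouse genes the paper names alone, which include the strongly changed Pmch and Rpl34: Pde9a and Nos1 at E14.5 (unadjusted p = 0.0243 and 0.0252, adjusted p = 0.0454 each) and Hdc at P22 (unadjusted p = 0.0149, adjusted p = 0.0328, all from edgeR with Benjamini-Hochberg adjustment). Adjusted over the anxiety-related list alone, none of these did. Of the 128 mouse orthologs of zebrafish Lef1-dependent genes in S4 Table other than Lef1, 112 were tested at E14.5 and 116 at P22. These orthologs were chosen on zebrafish libraries and are independent of the mouse libraries. None passed an adjusted p under 0.1 at either age in the main fit, over all genes or adjusted over the list alone, and 8 at E14.5 and 2 at P22 had an unadjusted p under 0.05. With the replicate block, 1 ortholog passed over all genes at E14.5, Epha3 (log2 fold change −0.15, adjusted p = 0.0744), and 2 passed over the list alone, Epha3 (adjusted p = 0.0843) and Apoe (adjusted p = 0.0981, all from edgeR with Benjamini-Hochberg adjustment). Their median log2 fold change was −0.02 at E14.5, with a range from −0.73 (Gpr62) to 0.71 (Rgl3). At P22 the median was −0.01, with a range from −0.39 (Sp5) to 0.51 (Gsx1). As a set the orthologs were not shifted (limma's camera with the preset correlation, two-sided p = 0.263 at E14.5 and 0.826 at P22), nor under fry (p = 0.240 and 0.973).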

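What the main fit without a block could detect in mouse was measured on simulated counts drawn from the means, spreads and depths of the real libraries, in which 200 genes at 1 CPM or more were changed by a known factor. At E14.5 a change by a factor of 2 was called for 98.5% of the 200 genes, a change by 1.5 for 83.5% and a change of 0.32 on the log2 scale for 66.5%. At P22 the shares were 97.0%, 79.0% and 47.5%. DESeq2 called 95.0% of the genes changed by a factor of 2 at E14.5 and 96.0% at P22. These shares are for 200 genes changed at once, which makes the adjustment more lenient than in the real libraries, where fewer genes were called. At the unadjusted p that 1 more call would need in the real libraries, which is 1.40e-04 at E14.5 and 1.69e-05 at P22 in edgeR, the shares in the same order were 96.0%, 78.5% and 56.5% at E14.5 and 92.5%, 67.5% and 24.5% at P22. A gene whose expression depends on Lef1 in only part of the hypothalamus changes by less in the whole tissue, and changes smaller than these were not simulated. Among the orthologs of zebrafish Lef1-dependent genes, the median standard error of the log2 fold change was 0.0798 at E14.5 and 0.0790 at P22. It was under 0.2 for 95 of the 112 genes tested at E14.5 and for 100 of the 116 tested at P22.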

While we cannot rule out the possibility that our RNA-seq analysis of the mouse hypothalamus lacked the sensitivity to identify other conserved Lef1-dependent genes, it is clear that the identity of Lef1-dependent neurons relevant for anxiety differs between zebrafish and mice.

### Lef1 dependence of *crhbp* expression is conserved between zebrafish and *Drosophila*

Interestingly, many Lef1-dependent genes in zebrafish encoding components of anxiety-mediating transmitter pathways, such as GABA, 5-HT, and CRH (Fig 2B), have a conserved function in *Drosophila* anxiety-like behavior [1]. Therefore, we hypothesized that hypothalamic Lef1-dependent neurons in zebrafish may represent an evolutionarily ancient pathway. The *Drosophila* pars intercerebralis (PI) and pars lateralis (PL) represent neuroendocrine organs equivalent to the vertebrate rostral hypothalamus and Hc, respectively [32]. In *Drosophila*, a single Lef/Tcf family member, *pangolin* (*pan*), functions as a Wnt activator [33,34]. Consistent with our hypothesis, we detected specific *pan* expression at stage 14 and the *crhbp* ortholog *CG15537* expression at stage 16 in the *Drosophila* PL primordium [32] (Fig 6A–6C). Furthermore, we observed a loss of *crhbp* expression in the PL of *pan* mutants [34] at stage 16, despite intact expression in the PI and normal PL morphology (Fig 6C–6E). *Drosophila crhbp* in the PL may also be anxiolytic by inhibiting CRH/CRH-like diuretic hormone in the PI [1,32,35], thus these results support a relationship between neuroendocrine Lef1 function and the development of anxiolytic Crhbp+ neurons dating back to a common bilaterian ancestor. By contrast, *Pmch* is a vertebrate specific gene, and Lef1-dependent *Pmch+* neuronal circuitry in mice may reflect a more recent mammalian divergence that co-evolved with new brain structures [36].

**Fig 6:**
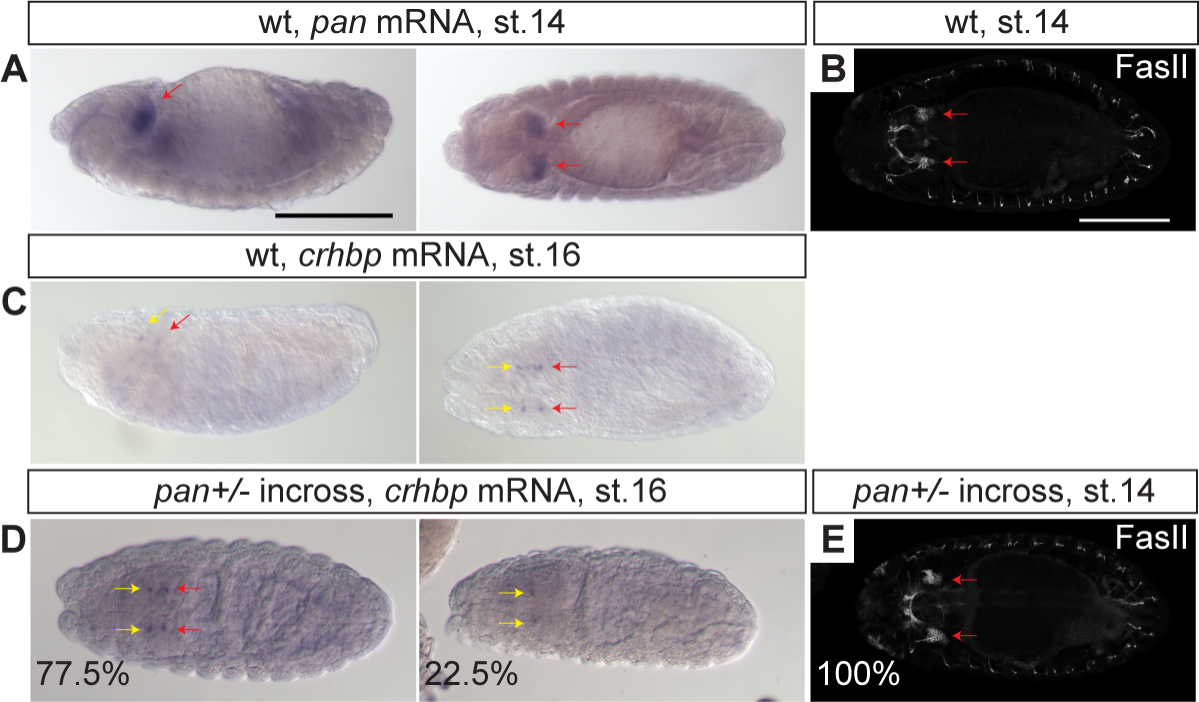
Loss of *Drosophila corticotropin-releasing hormone binding protein* (*crhbp*) expression in *pangolin* (*pan*) mutants. (A-E) Whole mount in situ hybridization for the *lef1* ortholog *pan* (A) and *crhbp* (C and D), and immunostaining for the pars lateralis (PL) marker FasII [32] (B and E) were performed in *Drosophila* wild-type (wt) embryos (A-C) and offspring from a *pan+/-* incross (D and E). Percentage of embryos with representative phenotype is displayed in (D) (*n* = 142) and (E) (*n* = 25). Confocal z-projections are shown in (B) and (E). All are representative images for at least 3 embryos. Left images in (A) and (C) are lateral views with dorsal side on top, and the other images are dorsal views. All images have anterior side on the left. Red and yellow arrows indicate the PL and pars intercerebralis (PI), respectively. Scale bars: 150 μm.

### Coordinated expression of *PMCH* and *CRHBP* in the human hypothalamus

Our animal models suggest that in humans Lef1 may also regulate the formation of Pmch+ and/or Crhbp+ hypothalamic neurons. To test this hypothesis, we compared the hypothalamic RNA-seq transcriptomes of 96 human individuals from the GTEx project [37] (S7 Table). Despite the fact that these data did not include prenatal samples, we found that expression of *PMCH* and *CRHBP* are both moderately correlated with *LEF1*, which is expressed at a relatively low level in the adult human hypothalamus (Fig 7A and 7B). Notably, *PMCH* and *CRHBP* were both within the top 100 *LEF1*-correlated genes, along with known Wnt targets such as *Sal-like protein 4* (*SALL4*) [38] and *SP5* [11] (Fig 7C and S8 Table).

**Fig 7:**
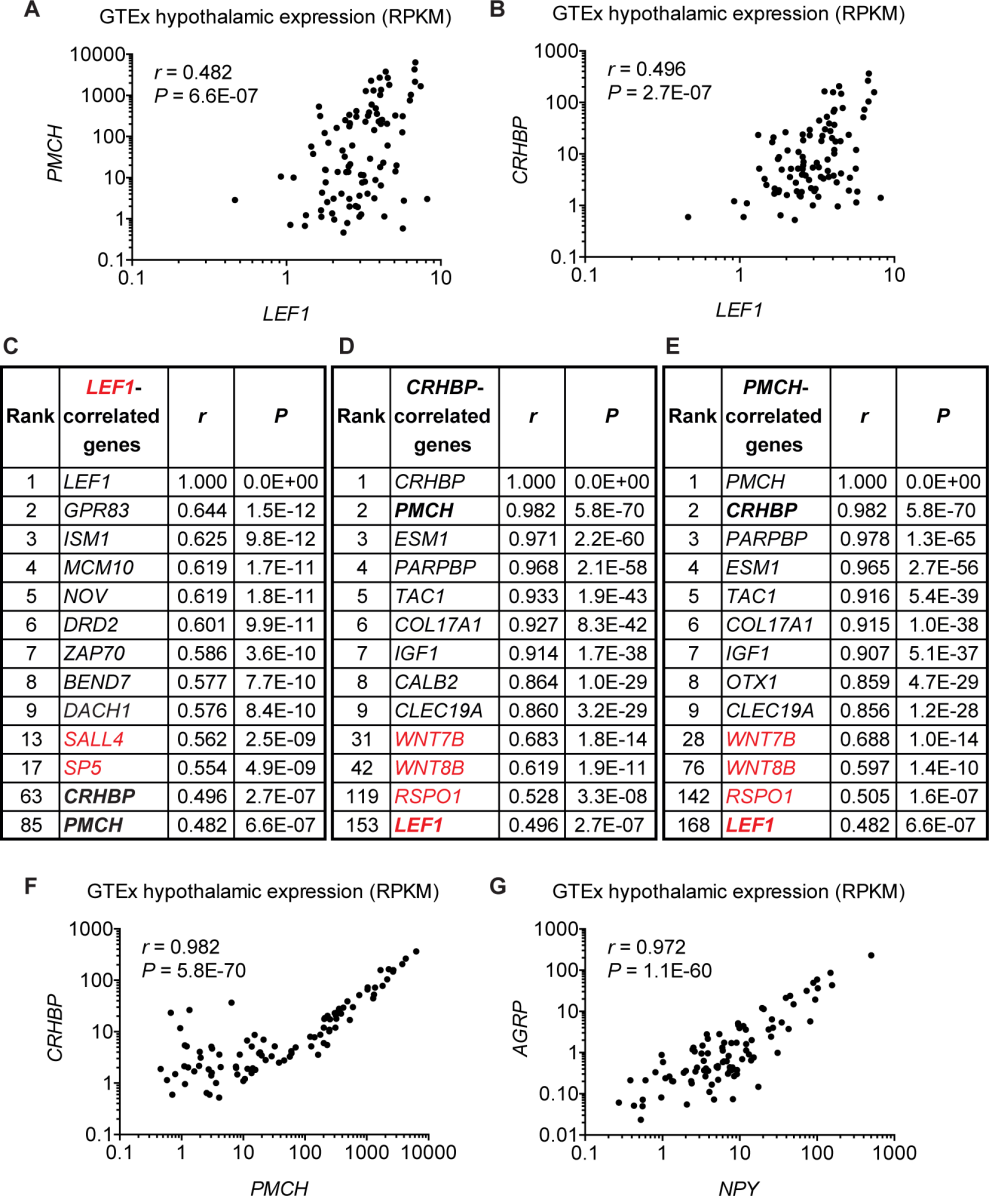
Correlation analysis in the human hypothalamus. (A-G) Pearson correlations for hypothalamic gene expression among 96 postmortem human samples obtained from the Genotype-Tissue Expression (GTEx) project [39]. All the Pearson’s *r* and *P* values were calculated between 2 genes, and displayed in the graphs or tables after sorting by *r* values. Correlation expression profiles are shown for gene pairs *Pro-melanin concentrating hormone* (*PMCH*) versus *LEF1* (A), *Corticotropin-releasing hormone binding protein* (*CRHBP*) versus *LEF1* (B), *CRHBP* versus *PMCH* (F), and *Agouti-related protein* (*AGRP*) versus *Neuropeptide Y* (*NPY*) (G), with reads per kilobase of transcript per million mapped reads (RPKM) at log_10_ scale used on both axes. Note that 1 data point (*NPY*: 0.1395; *AGRP*: 0) was not included in (G) due to the inability of plotting a 0 value on the logarithmic axis. Three tables of correlated genes for *LEF1* (C), *CRHBP* (D), and *PMCH* (E) list the top 9 positively correlated genes plus selected genes, including those involved in canonical Wnt signaling labeled in red. See the full list in S8 Table.

In the course of this analysis, we noticed similar correlation profiles for *CRHBP* and *PMCH* (Fig 7A and 7B), suggesting a possible expression correlation between these 2 genes. Surprisingly, we found *CRHBP* and *PMCH* to be the most highly correlated genes with each other (Fig 7D–7F and S8 Table), a relationship that has never been reported previously. Among the top 200 *PMCH*- or *CRHBP*-correlated genes, we also found 2 Wnt ligands and 1 Wnt co-activator: *R-Spondin 1* (*RSPO1*) [40] (Fig 7D and 7E). As a comparison, *AGRP* is the most highly correlated gene with *Neuropeptide Y* (*NPY*) (Fig 7G and S8 Table), consistent with their co-expression in the same hypothalamic neurons [41]. Interestingly, while *Pmch* and *Crhbp* are expressed in different regions of the mouse hypothalamus [16], they are expressed in the same hypothalamic nuclei in another primate, the marmoset according to the Marmoset Gene Atlas (https://gene-atlas.bminds.brain.riken.jp). Importantly, the results of all our correlation analyses are recapitulated on GeneNetwork (www.genenetwork.org) [42], which imported an older version of GTEx’s datasets and calculated Pearson correlation across a population (See Materials and methods). Together these data suggest co-expression of *PMCH* and *CRHBP* in the primate hypothalamus and potential regulation by *LEF1*-mediated Wnt signaling in humans.

## Discussion

In this study, we demonstrate that Lef1-mediated hypothalamic Wnt signaling plays an evolutionarily conserved role in regulating the formation of anxiolytic neurons (See Fig 8 for summary). In zebrafish *lef1* mutants, neural progenitors fail to differentiate and undergo apoptosis, resulting in a smaller Hc (alternatively named the hypothalamic posterior recess, the posterior part of the paraventricular organ, or the caudal zone of the periventricular hypothalamus [4,43,44]). Any or all of the 20 anxiety-related genes that are misregulated in the zebrafish mutant (Fig 2B) may contribute to the behavioral phenotypes that we observe. Likewise, our data do not conclusively prove that *crhbp*+ neurons, or indeed any individual Lef1-dependent neuronal populations, mediate the effect of Lef1 on anxiety. Such a conclusion would require either rescue of the *lef1* mutant phenotype by restoration of missing neurons, or phenocopy by specific ablation of the cells. However, the specific loss of *Pmch*+ neurons in our mouse conditional knockout (Fig 5B), combined with the unexpected expression correlation between *PMCH* and *CRHBP* in the human hypothalamus (Fig 7F), is consistent with a common role for these 2 genes in behavior. 

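In the mouse libraries, Npy had log2 fold changes of 0.02 (SE 0.131) at E14.5 and 0.14 (SE 0.190) at P22, CKO against CON. Pomc had values of −0.02 (SE 0.0854) and 0.22 (SE 0.351), and Hcrt values of 0.28 (SE 0.292) and −0.04 (SE 0.186). Agrp was tested at P22 alone, with 6.20 ± 1.05 CPM in CON and 6.52 ± 1.26 CPM in CKO (SD, n = 3 mice) and a log2 fold change of 0.07 (SE 0.157). In no case did the CKO libraries lie entirely apart from the CON libraries. The standard error for Pomc at P22 is large because its level varied between mice, with 15.1 ± 6.05 CPM in CKO (SD, n = 3 mice). A change smaller than this error would not be detectable there, and a change well above it could be missed too. Tacr3 at P22, with a log2 fold change of −0.55 and an SE of 0.0959, missed the threshold over all genes. The zebrafish genes were not analysed here, because the names of these genes are not in the part of S2 Table used.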

While we also cannot rule out the possibility that *Lef1* mutants may have other behavioral defects, genes that are known to regulate other hypothalamus-driven behaviors, such as *Npy*, *Agrp*, *Pomc*, and *Hcrt*, are unaffected in our mutants (S2, S5 and S6 Tables). In addition, pure assessment of other behaviors cannot distinguish a direct phenotype from an anxiety-related secondary phenotype.

**Fig 8:**
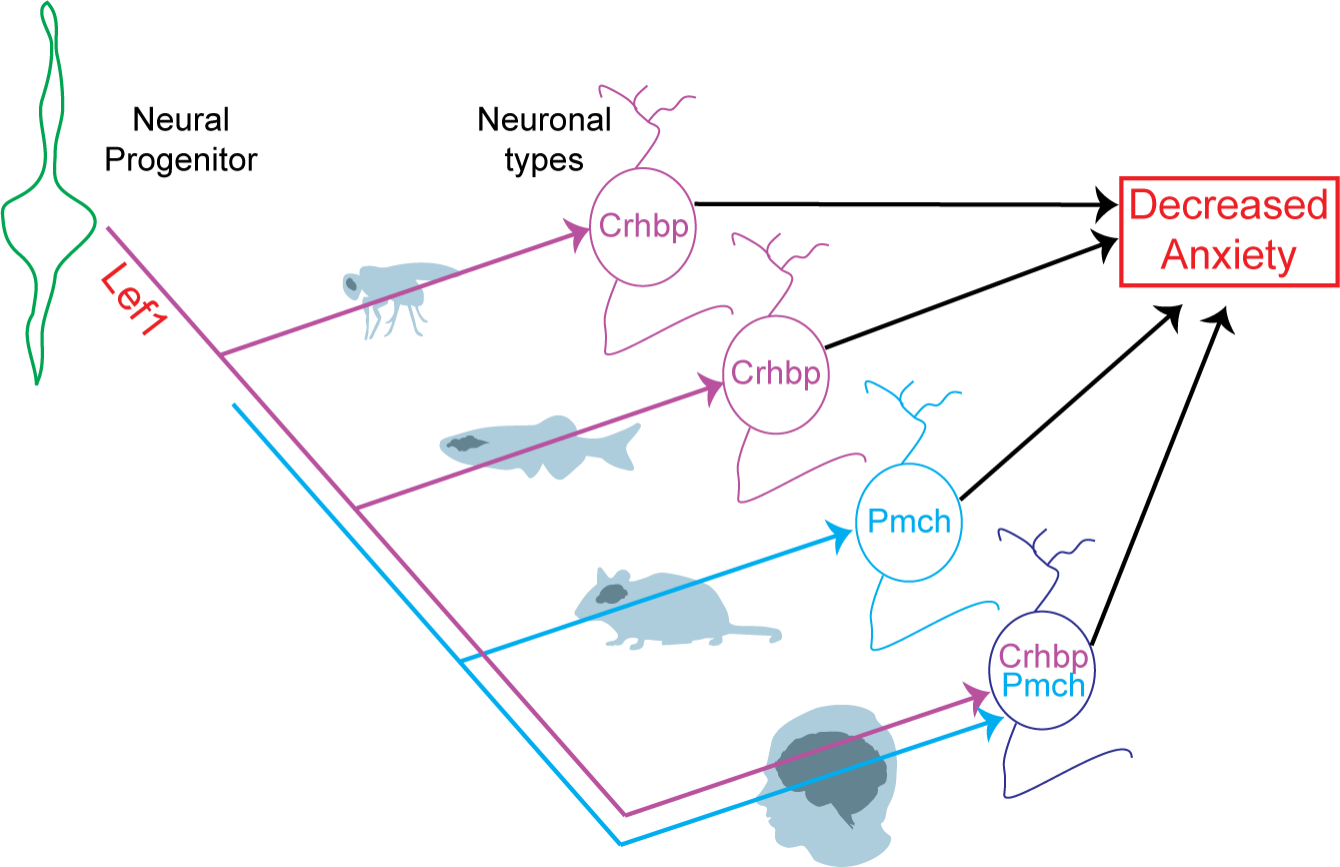
Mechanism of Lef1-mediated Wnt signaling in hypothalamic neurogenesis and anxiety. Lef1-mediated Wnt signaling plays an evolutionarily conserved role in hypothalamic neurogenesis that inhibits anxiety. However, the underlying molecular and cellular mechanisms can vary between organisms.

While the major product of Pmch, melanin-concentrating hormone (MCH), is an anxiolytic factor in teleosts [45], studies in mammals have reported it to be either anxiolytic, anxiogenic or having no effect [46,47]. In addition, the Pmch propeptide makes at least 2 more neuropeptides, neuropeptide-glutamic acid-isoleucine (NEI), and neuropeptide-glycine-glutamic acid (NGE), which are also involved in stress response and anxiety [48]. Germline *Pmch* mouse knockouts gain weight more slowly than controls, a phenotype originally attributed to decreased food intake [49]. However, on a different background strain, the same group reported that the knockout mice were not hypophagic, while retaining a growth phenotype [50]. Interestingly, all rodent models ablating *Pmch* [49–53] or *Pmch*+ neurons [28,29] exhibit a reduced growth rate. One possible underlying mechanism could be enhanced anxiety [12], which was not directly tested in any of these studies. Therefore, we hypothesize that in *Lef1*^*CKO*^ mice, loss of hypothalamic *Pmch*+ neurons is responsible for elevated anxiety, leading to a secondary growth phenotype.

Our data suggest that the gene expression and neuronal subtypes dependent on Lef1 can change during evolution while maintaining a common behavioral output. While transcriptional networks can undergo rapid rewiring at the level of enhancer binding sites during yeast, insect and mammalian evolution [54,55], the direct transcriptional targets of Lef1 mediating hypothalamic neurogenesis are still unknown. We have identified Tcf/Lef consensus binding sites in zebrafish and mouse *Crhbp* and *Pmch* loci, but it remains important to determine whether these 2 genes are direct targets of Lef1, or are instead lost as a secondary result of neurogenesis defects in mutants. In either case, it will also be useful to understand the circuitry of Lef1-dependent neurons. While the targets of *Crhbp*+ neurons in *Drosophila* and zebrafish are unknown, the projections of *Pmch*+ neurons in the hypothalamus of mice and other mammals are well characterized, and the regulation of these circuits by Lef1 in these species may be linked to anatomical and functional expansion of target brain regions such as the cortex [36]. Importantly, the coordinated expression of *CRHBP* and *PMCH* in the human hypothalamus suggests that they may be co-expressed in a single neuronal cell type.

Loss of other genes important for hypothalamic neurogenesis has been shown to affect behavior [2]. Interestingly, mice lacking hypothalamic *Dbx1* also exhibit a loss of *Pmch*+ neurons along with other populations [56]. In that study, *Lef1*-expressing hypothalamic nuclei were hypothesized to regulate innate behaviors outside the hypothalamic-pituitary-adrenal (HPA) axis, partly due to the observation of expanded Wnt activity in *Dbx1* knockout animals. However, because our work demonstrates that *Lef1* is in fact required for the genesis of *Pmch*+ neurons and for HPA-related behaviors, an alternative explanation is that *Dbx1* functions in a parallel pathway to *Lef1*.

Together these results identify Wnt signaling as a link between brain development and function that allows essential behaviors to be maintained even as anatomical structures change through evolution. In addition, given the function for hypothalamic Wnt signaling in regulating postembryonic zebrafish neurogenesis [4], and the continuous expression of Lef1 in the hypothalamus of fish (S2D Fig) and mammals [16] throughout life, it would be interesting to test a possible contribution to adult behavior using temporal conditional knockout models. While Wnt signaling in the mammalian hippocampus and nucleus accumbens has been associated previously with anxiety and depression [57,58], our data demonstrate a novel requirement for pathway activity in a brain region that is highly conserved throughout the vertebrate lineage, and may prove useful for the diagnosis and treatment of hypothalamus-related anxiety disorders.

## Materials and methods

### Ethics statement

All experimental protocols were approved by the University of Utah Institutional Animal Care and Use Committee and were in accordance with the guidelines from the National Institutes of Health. Approval number: 16–09011. Zebrafish were euthanized by ice water immersion. Mice were euthanized by CO2 or ketamine/xylazine.

### Subjects: Zebrafish

Zebrafish (*Danio rerio*) were bred and maintained in a 14:10 hour light/dark cycle as previously described [59]. Zebrafish per tank were fed with similar amount of food and treated by the staff who were blinded to the experiments. Wt strains were *AB. The following mutant and transgenic strains were used: *lef1*^*zd11*^ [4], *Tg(top*:*GFP)*^*w25*^ [7], *Tg(dlx6a-1*.*4dlx5a-dlx6a*:*GFP)*^*ot1*^ [60], *Tg(h2afv*:*GFP)*^*kca6*^ [61], *Tg(th2*:*GFP-Aequorin)*^*zd201*^ [8], *p53*^*e7*^ [62]. *lef1*-/- homozygous mutants were identified between 3 dpf and 10 dpf by DASPEI staining as described previously [15] and at or after 15 dpf by loss of caudal fin [4]; wt and heterozygous siblings were used as controls. All the zebrafish were from at least 1 single-pair breeding. Genotyping was done as described before for *lef1*^*zd11*^ [4] and *p53*^*e7*^ [63], except primers used for *lef1*^*zd11*^ (forward primer: 5ʹ-CACTCTCTCCAGCCCAACATT-3ʹ, reverse primer: 5ʹ-TGTTACTGTTGGGACTGATTTCTG-3ʹ).

### Subjects: Mice

Male and female C57BL/6J mice (*Mus musculus*) were group-housed with 2–5 mice per cage in a reverse 12 hour light/dark cycle with ad libitum access to food and water. Mice were 19–20 and 15–20 weeks old at the time of behavioral tests for male and female animals, respectively. *Ai9* reporter *Rosa*^*tdTomato*^ (line 007905) [22], *Nkx2-1*^*Cre*^ (line 008661) [21], and *TCF/Lef*:*H2B-GFP* mice (line 013752) [23] were purchased from Jackson Laboratories. *Lef1*^*flox/flox*^ mice were provided by HHX [20]. All strains were maintained on a C57BL/6J background except *TCF/Lef*:*H2B-GFP* mice, which were originally on a C57BL/6 × 129 background. Male *Nkx2-1*^*Cre/Cre*^*;Lef1*^*flox/+*^ and female *Lef1*^*flox/flox*^*;Rosa*^*tdTomato/tdTomato*^ mice were used to generate conditional knockout (*Lef1*^*CKO*^: *Nkx2-1*^*Cre/+*^*;Lef1*^*flox/flox*^*;Rosa*^*tdTomato/+*^) and control (*Lef1*^*CON*^: *Nkx2-1*^*Cre/+*^*;Lef1*^*flox/+*^*; Rosa*^*tdTomato/+*^) offspring. Females breeders were maintained by inbreeding. Male breeders were maintained by interbreeding *Nkx2-1*^*Cre/Cre*^*;Lef1*^*+/+*^ and *Nkx2-1*^*Cre/Cre*^*;Lef1*^*flox/+*^ for no more than 5 generations to avoid potential artifacts caused by Cre homozygous inbreeding [64]. In occasional litters, *Ai9* reporter expression was observed throughout the body of approximately 10% of experimental animals, consistent with published literature [21]; such animals were not used for experiments. All the mice were from at least 3 litters unless otherwise noted. Sex at E14.5 was determined by genotyping by Jarid 1c [65]. When generating experimental mice for body weight measurement and behavioral tests, each litter was culled to 8 pups at P0. Genotyping for *Rosa*^*tdTomato*^ and *TCF/Lef*:*H2B-GFP* animals was done according to available Jackson Laboratory protocols for these strains. Genotyping for *Nkx2-1*^*Cre*^ mice was done using primers for Cre recombinase detection (forward primer: 5ʹ-ATGCTTCTGTCCGTTTGCCG-3ʹ, reverse primer: 5ʹ-CCTGTTTTGCACGTTCACCG-3ʹ). Genotyping for *Lef1*^*flox*^ mice was done using primers contributed by HHX (forward primer: 5ʹ-GCAGATATAGACACTAGCACC-3ʹ, reverse primer: 5ʹ-TCCACACAACTAACGGCTAC-3ʹ).

### Subjects: *Drosophila*

Canton-S wild-type and *pan*^*2*^ mutant (BL4759) *Drosophila melanogaster* strains were obtained from Bloomington Stock Center.

### Zebrafish transplantation experiments

At the sphere stage, 10–50 blastula cells from donor embryos were transplanted using a glass micropipette into the dorsal side of shield stage host embryos, 20–40 degrees from the animal pole, representing the hypothalamus anlage [66]. Embryos were then raised to 5 dpf for immunohistochemistry. Donor and host embryos were retained for genotyping to identify *lef1* mutants.

### BrdU labeling

Four dpf zebrafish embryos were incubated in E3 media containing 10 mM BrdU (Sigma-Aldrich, St. Louis, MO) at 28.5°C for indicated time before being washed in E3 media for at least 3 times.

### Immunohistochemistry: Zebrafish

Embryos and larvae were fixed in 4% paraformaldehyde (PFA) for 3 hours at room temperature (RT) or overnight (O/N) at 4°C followed by brain dissection. Brains were either dehydrated in methanol and stored at −20°C, or immediately processed for immunohistochemistry. For 3 dpf embryos, 5% sucrose was included in the fixative to ease dissection. Brains were treated with 0.5 U dispase (Gibco #17105–041) in 2% PBST (PBS/2% Triton X-100) for 60 minutes at RT. For BrdU, PCNA, pH3 or Caspase-3 staining, brains were washed in water for 5 minutes twice, followed by incubation in 2 N HCl for 60 minutes at RT, followed by 2 more water washes. Brains were then blocked in 5% to 10% goat serum in 0.5% PBST for 60 minutes at RT. Embryos were incubated in primary antibodies in block O/N at 4°C and secondary antibodies and Hoechst 33342 (Life Technologies, H3570) in block O/N at 4°C before mounting in Fluoromount-G (SouthernBiotech, Birmingham, AL) with the ventral hypothalamus facing the coverslip. Primary antibodies were all used at 1:500 dilution except as noted: chicken anti-GFP (Aves Labs, GFP-1020), rabbit anti-GFP (Molecular Probes, A11122), mouse anti-HuC/D (Molecular Probes, A21271), rabbit anti-5-HT (ImmunoStar, 541016), rabbit anti-pH3 (1:400, Cell Signaling, 9713), rabbit anti-active Caspase-3 (BD Pharmingen, 559565), rabbit anti-BLBP (Abcam, ab32432), mouse anti-PCNA (Sigma, P8825), and chicken anti-BrdU (ICL, CBDU-65A-Z). Secondary antibodies were all used at 1:500 dilution: goat anti-mouse Alexa Fluor 448 (Invitrogen, A11001), goat anti-rabbit Alexa Fluor 488 (Invitrogen, A11008), donkey anti-chicken Alexa Fluor 488 (Jackson ImmunoResearch, 703-545-155), goat anti-rabbit cy3 (Jackson ImmunoResearch, 111-165-003), goat anti-mouse cy3 (Jackson ImmunoResearch, 115-165-003), goat anti-mouse Alexa Fluor 647 (Invitrogen, A21235), goat anti-rabbit Alexa Fluor 647 (Invitrogen, A21244), and goat anti-chicken Alexa Fluor 647 (Invitrogen, A21449). Hoechst 33342 (1:10,000) was used to stain nuclei. All the primary antibodies were validated previously [4,67].

### Immunohistochemistry: Mice

E14.5 embryo heads were dissected in PBS and fixed in 4% PFA at RT for 1.5 hours or O/N at 4°C. Brains were dissected and cryoprotected in 15% and then 30% sucrose, embedded in OCT, and stored at −80°C. Brains were cryosectioned at a thickness of 16 μm, air dried and stored at −80°C. Air-dried sections were then washed in PTW (PBS+0.1% Tween 20) 3 times, followed by permeabilization in 0.25% PBST for 5 minutes and blocking in 10% goat serum in PTW for 60 minutes. Sections were incubated in primary antibodies in blocking solution O/N at 4°C and secondary antibodies in blocking solution for 2 hours at RT, followed by Hoechst 33342 stain for 10 minutes at RT before mounting in Fluoromount-G. Antibodies used were as described above except rabbit anti-LEF1 (1:200, Cell Signaling, 2230), goat anti-PMCH (1:500, Santa Cruz, sc14509) and donkey anti-goat Alexa Fluor 647 (1:400, Invitrogen, A21447). All primary antibodies were validated by absence of staining in *Lef1*^*CKO*^ animals. For HuC/D staining, incubation for 30 minutes in 0.5 U dispase was performed in 0.25% PBST.

### Immunohistochemistry: *Drosophila*

*Drosophila* immunohistochemistry was performed as previously described [68] except that a fluorescent secondary antibody was used. Antibodies used were as described above except mouse anti-FasII (1:5, DSHB, 1D4), which was validated previously [32].

### Probes for in situ hybridization

In situ hybridization probes were made by a clone-free method as described previously [69,70], with DNA templates purified using Zymo Research DNA Clean & Concentrator-5 kit. Primers were designed by Primer-BLAST [71] except for mouse genes with primer sequences available from the Allen Brain Atlas (ABA) [16] or GenePaint Atlas [26]. A full list of primers used to make probes is in S9 Table. cDNA made from 3 dpf zebrafish embryos, P2, and P60 mouse hypothalamus, and adult *Drosophila* (gift from C. Thummel) was used as the initial template for PCR to generate T7 promoter-containing DNA. RNA probes for zebrafish *lef1* [72] and *axin2* [73] were previously described. The RNA probe for *Drosophila pan* was generated from the *Drosophila* Gene Collection T7 promoter-containing cDNA GM04312 [74].

### Whole mount in situ hybridization: Zebrafish

Zebrafish whole mount in situ hybridization was performed as described previously [75] except that 15 dpf and adult zebrafish were fixed in 4% PFA O/N at 4°C followed by washing in PBS and brain dissection. All tissues were treated for 30 minutes with 10 μg/ml Proteinase K. Pigmented embryos were bleached in 1% H_2_O_2_/5% formamide/0.5× SSC O/N at RT after in situ hybridization. 3 dpf embryos and postembryonic brains were imaged in 100% glycerol and PBS, respectively. For automated whole mount in situ hybridization, all steps following probe hybridization and before color reaction were performed using a BioLane HTI (Intavis, Chicago, IL).

### Section in situ hybridization: Mice

Twenty-five μm brain cryosections were collected and post-fixed as previously described [76] (http://developingmouse.brain-map.org/docs/Overview.pdf). In situ hybridization was then performed as described [77].

### Whole mount in situ hybridization: *Drosophila*

*Drosophila* whole mount in situ hybridization was performed as described previously [68].

### Body length: Zebrafish

Zebrafish from a single home tank were anesthetized using tricaine (Sigma-Aldrich, St. Louis, MO) in shallow water. Images were acquired of immobilized, non-overlapping fish with a ruler for scale. Body length was calculated by measuring the distance between the mouth and the anterior edge of the tail fin, using ImageJ.

### Novel tank diving test

Five fish from *lef1+/-* incrosses were raised per tank starting at 5 dpf. *lef1* mutants and controls were separated at 15 dpf. Novel tank diving tests [13] were performed on 16 dpf larvae during the early afternoon of the same days, before *lef1* mutants start to display surfacing behavior at 20 dpf. Novel rectangular tanks (16.6 cm × 9.5 cm × 12.3 cm) were illuminated by a centered white light, and videos were acquired with a mounted Nokia Lumia 640 phone 1080p camera. For each experiment, single mutant and control larvae were netted and then removed simultaneously from their home cages and transferred to novel tanks with identical water volume. The order of netting mutant and control fish was rotated between trials. Videos were viewed in MPlayerX to manually analyze the latency of larvae to enter the upper half of the tank after initial sinking. Videos were then imported and analyzed using Ethovision XT version 11.5 (Noldus, Leesburg, VA) during the initial exploration phase, with a tracking period of 2 minutes beginning 1 minute after release into the novel tank to decrease water agitation resulting from netting. Videos were also analyzed after the initial exploration phase with a tracking period during the 4 to 6 minute interval. Tracks were analyzed for distance travelled, time in upper half of the tank and time of immobility.

### Body weight: Mice

All pups were weaned at P21 immediately following the first weighing. Pups weighing less than 6.5 g were excluded from analysis. All mice were weighed during the morning of the same days of the following weeks.

### Behavior tests: Mice

Group-housed mice were allowed to acclimate to the animal facility for behavioral tests 9 days after an on-campus transfer. Each mouse was handled daily for 2 minutes, during midmorning for 7 days before commencement of behavioral testing using the cupped hand method [78]. To avoid behavioral variation caused by female estrous cycle [79], a vaginal lavage procedure was done after daily handling for estrous phase evaluation for 7 days, as previously reported [80]. Female mice in their proestrus or estrus phases were collectively grouped as “Estrus” and females in their metestrus and diestrus phases were collectively grouped as “Diestrus.” All mice were acclimated to the behavior room for 1 hour under red light (69 lux) before commencement of tests. Open field and EPM behavioral tests were performed in order, once daily for 2 days, from 9 am to 5 pm. The experimenter was blinded to genotype.

### OFT

Each mouse was placed in a circular plexiglass chamber (4.5” diameter × 3” height) located inside an illuminated (330 lux) circular open field arena (110 cm diameter) and allowed to acclimate for 1 minute to decrease movement bias resulting from experimenter handling. After 1 minute, the plexiglass chamber was removed from the arena, and the mouse was allowed to freely explore the arena for 10 minutes. Movement was video recorded and analyzed using Ethovision version 9 (Noldus, Leesburg, VA).

### EPM

The EPM apparatus was elevated 60 cm from the floor, having 2 open arms (35 cm × 5 cm) and 2 closed arms (35 cm × 16 cm) connected by a central platform (5 cm × 5 cm). The EPM was illuminated by a white light (205 lux) at the center platform. Each mouse was placed in a rectangular opaque white plexiglass chamber (2” × 3” × 5”) located on the center platform, and allowed to acclimate for 1 minute before commencement of the test. The white chamber was removed and the mouse was allowed to freely explore the EPM for 5 minutes. Behavior was video recorded and analyzed using Ethovision version 9 (Noldus, Leesburg, VA).

### RNA-seq: Zebrafish

Embryos were fixed for 1.5 hours in 4% PFA/5% sucrose in PBS at RT, followed by whole hypothalamus dissection with super-fine forceps (FST, 11252–00). For each biological replicate, 28 to 38 dissected hypothalami were pooled for *lef1* mutant and control samples from at least 1 single-pair breeding. RNA was extracted using a RecoverAll Total Nucleic Acid Isolation Kit for FFPE (Ambion, AM1975) according to the manufacturer’s instructions. Three biological replicates were obtained on different days from offspring of different breedings. A total of 300 ng RNA per sample was submitted to the High Throughput Genomic Core at the University of Utah for RNA quality control by High Sensitivity R6K ScreenTape, RNA concentration by vacuum drying, cDNA library prep by Illumina TruSeq Stranded RNA Kit with Ribo-Zero Gold and sequencing by HiSeq 50 Cycle Single-Read Sequencing version 3. RNA-seq was analyzed by the Bioinformatics Core at the University of Utah. A transcriptome reference was created by combining GRCz10 chromosome sequences with Ensembl build 84 splice junction sequences generated with USeq (version 8.8.8) MakeTranscriptome. RNA-seq reads were mapped to the GRCz10 zebrafish transcriptome reference using Novoalign (version 2.08.03). Splice junction alignments were converted back to genomic space using USeq SamTranscriptomeParser. USeq DefinedRegionDifferentialSeq was used to generate per gene read counts, which were used in DESeq2 to determine differential expression. RNA-seq graph in Fig 2A was made by IPython Notebook with package NetworkX.

### RNA-seq: Mice

E14.5 and P22 nonweaned male *Lef1*^*CON*^ and *Lef1*^*CKO*^ hypothalami were dissected using a fluorescent microscope in ice-cold PBS, while tail tissue was retained for genotyping. E14.5 tissues were immediately immersed in RNAlater (Thermo Fisher, Waltham, MA) and stored at 4°C for up to 7 days until RNA extraction. P22 tissues dissected from at least 2 litters were immediately homogenized in TRIzol (Thermo Fisher, Waltham, MA) and stored at −80°C. Three biological replicates were prepared from either 5 pooled hypothalami (E14.5) or a single hypothalamus (P22) from *Lef1*^*CON*^ and *Lef1*^*CKO*^ mice, and RNA was extracted on the same day using TRIzol followed by purification with an RNeasy Mini Kit (Qiagen, Hilden, Germany) and on-column DNase digestion (Sigma-Aldrich, St. Louis, MO). One μg of RNA per sample was submitted to the High Throughput Genomic Core at the University of Utah for RNA quality control with Agilent RNA ScreenTape, cDNA library prep with Illumina TruSeq Stranded RNA Kit with Ribo-Zero Gold, and sequencing using HiSeq 50 Cycle Single-Read Sequencing version 4. RNA-seq reads were mapped to GRCm38. Differential gene expression analysis and graph plotting were carried out using the same methods as for zebrafish RNA-seq.

### qPCR

Three biological replicates of RNA from male and female mice were prepared as described above for RNA-seq. Two and a half μg RNA was used for cDNA synthesis with a SuperScript III Reverse Transcriptase kit (Invitrogen, Carlsbad, CA). qPCR was performed in triplicate using Platinum SYBR Green master mix (Invitrogen, Carlsbad, CA) on 96-well CFX Connect (Bio-Rad, Hercules, CA) plates or 384-well QuantStudio 12K Flex (Life Technologies, Durham, NC) plates at the Genomics Core at the University of Utah, according to manufacturer’s instructions. *Gapdh* was used to normalize quantification, and reverse transcriptase was omitted for controls. qPCR analysis was performed with the ΔΔC_t_ method to determine relative expression change [81]. Dissociation curve analysis was performed to confirm the specificity of amplicons. qPCR primers were designed from PrimerBank [82] as follows (forward primer first, reverse primer second, in 5ʹ to 3ʹ orientation with PrimerBank ID in the parentheses), *Pmch* (12861395a1): GTCTGGCTGTAAAACCTTACCTC, CCTGAGCATGTCAAAATCTCTCC; *Tacr3* (10946720a1): CTGGGCTTGCCAGTGACAT, CGCTTGTGGGCCAAGATGAT; *Crhbp* (162287189c2): CTTACCCTCGGACACTTGCAT, GGTCTGCTAAGGGCATCATCT.

### Image analysis and cell counting

Fluorescent images of dissected zebrafish and mouse brains were obtained with an Olympus FV1000 confocal microscope at the Cell Imaging Core at the University of Utah. Z-stack images were all maximum intensity z-projections of 3 μm slices; single- or double-labeled cells were manually counted in FV1000 ASW 4.2 Viewer. All the zebrafish and mouse in situ hybridization images were obtained with an Olympus SZX16 dissecting microscope except those in Fig 5E, S2C Fig and S6B Fig, which were obtained with an Olympus BX51WI compound microscope. Two months post-fertilization (mpf) zebrafish images (S3A and S3B Fig) were acquired using a Leica MZ16 microscope. *Drosophila* in situ hybridization images were obtained with a Zeiss Axioskop.

### IPA

IPA (QIAGEN, Redwood City, CA) was performed with 129 mouse orthologs of the 138 zebrafish protein-coding genes identified from RNA-seq with AdjP <0.1 (S4 Table). Analysis was performed by the Bioinformatics Core at the University of Utah according to QIAGEN's instructions and “diseases and functions” were extracted from the software (S3 Table).

### Human correlation analysis

Publically available GTEx raw datasets were downloaded from www.gtexportal.org in April 2017 as a single file: GTEx_Analysis_v6p_RNA-seq_RNA-SeQCv1.1.8_gene_rpkm.gct.gz. Ninety-six hypothalamic samples were identified according to their specific strong *PMCH* expression, and extracted into S7 Table by IPython Notebook with packages gzip and xlwt. Pearson correlation was calculated by gene reads per kilobase of transcript per million mapped reads (RPKM) using IPython Notebook with function scipy.stats.stats.pearsonr, followed by result writing into S8 Table by IPython Notebook with package xlwt. The same Pearson correlation *r* values were confirmed using Excel’s CORREL function. A similar correlation result was obtained when searching for the top 200 correlated genes by Pearson on GeneNetwork (www.genenetwork.org) in April 2017. Several differences are noted between our analyses and GeneNetwork’s analyses. First, GeneNetwork imported an older version of GTEx’s datasets (GTEXv5 Human Brain Hypothalamus RefSeq [Sep15] RPKM log2). Second, GeneNetwork calculated Pearson correlation using RPKM log_2_ rather than RPKM in our case. Third, GeneNetwork calculated Pearson’s sample correlation across a population, with an adjustment across the genome, and also based on the number of the top correlated genes requested by the users; in our case, we calculated Pearson correlation between 2 genes, and simply ranked all the genes by their Pearson’s *r* values calculated for the gene of interest. Lastly, GeneNetwork’s imported older GTEx datasets had 102 hypothalamic samples, 6 among which were left out in current GTEx’s server. The complete overlapping of the 96 samples further confirmed our successful extraction of hypothalamic datasets from the GTEx project.

### Statistical analysis

No statistical methods were used to predetermine sample size. For behavioral assays, sample size was determined based on accepted practice. The experiments were not randomized. Due to visible phenotypes, the investigators were not blinded to outcome assessment except for whole mount in situ hybridization of zebrafish *lef1+/-* incrosses, *Drosophila pan+/-* incrosses, and mouse body weight and behavioral assays. Two-tailed unpaired Student *t* tests were performed for all statistical analysis, except mouse body weight (2-way ANOVA with repeated measures), using GraphPad Prism software version 6. Outliers were identified by Grubbs’ test for behavioral assays with significance assigned at *P* < 0.05 (alpha = 0.01). All the criteria for excluding data points were established prior to data collection.

## Supporting information

S1 Fig Lef1 promotes neurogenesis in the zebrafish caudal hypothalamus (Hc). (**A** and **B**) Hc size in control and *lef1* mutants (**A**) estimated by the area of confocal ventricular slice (**B**). Hc was defined as an oval indicated by red outline in (**B**). The lengths of a1, a2, b1, b2 in the representative image (**B**) were measured by ImageJ, and the area of the oval was calculated by the following equations: Estimated area = π*a*b/4; a = a1+a2; b = (b1+b2)/2. (**C**) Co-immunostaining of HuC/D and GABAergic lineage marker *dlx5/6*:*GFP* [83] in the 3 dpf Hc. Three confocal channel-split magnified images of the region depicted by the yellow rectangle are shown on the right. A representative image is shown for at least 3 embryos tested. (**D** and **E**) Immunostaining of *th2*:*GFP*+ (**D**) and BLBP+ cells (**E**) in the Hc of 3 dpf control and *lef1* mutant. Representative images are shown on the left, and quantifications are shown on the right. Higher magnification views of yellow rectangles in single channel are shown in the insets in (**E**). (**F**-**H**) Measurement of proliferation in the Hc of 5 dpf control and *lef1* mutant as shown by pH3+ (**F**) and PCNA+ cells (**G**; representative image on the left and quantification on the right; cells adjacent to the horizontal ventricle were counted), and 1 day BrdU labeling (**H**; schematic on the left). (**I**), BrdU pulse-chase (schematic on the left) to measure birth of 5-HT+ and ventricular HuC/D+ cells after 4 dpf. Data are mean ± SEM, except mean ± SD in (**A**) and (**I**). ***P < 0.001, **P < 0.01, *P < 0.05, ns. *P* > 0.05 by unpaired Student *t* tests. All images are confocal ventricular slices. All scale bars are 25 μm except 12.5 μm in the magnified image in (**C**). See S1 Table for description of quantification and experimental *n*. Raw data can be found in S1 Data.
(TIF) Click here for additional data file.

S2 Fig Whole mount in situ hybridization for zebrafish Lef1-dependent genes identified from RNA-seq. (**A**) Representative images of whole mount in situ hybridization on 3 dpf control and *lef1* mutant embryos. Red and yellow arrows indicate gene expression in caudal and rostral hypothalamus, respectively. Lateral (*adarb2*, *ccdc129*, *foxb2*, *klf17*, *mmp17b*, and *slc18a2*) or ventral (other genes) views were selected for optimal expression visualization. (**B**) Quantification of expression following whole mount in situ hybridization on 3 dpf offspring from *lef1+/-* incrosses. Fifty to eighty-five embryos were analyzed per gene. (**C**) Images of 3 dpf control brains centered on Hc from ventral view. (**D**) Gene expression in the hypothalamus of 4 months post-fertilization (mpf) female wild-type zebrafish from ventral view. Representative images are shown in (**C**) and (**D**) for at least 2 samples tested. Images of ventral view have anterior on top; images of lateral view have dorsal on top and anterior on the left. Red dashed outlines in (**C**) and (**D**) depict the caudal hypothalamus. Scale bars: 0.1 mm in (**A**); 5 μm in (**C**); 0.2 mm in (**D**). Raw data can be found in S1 Data.
(TIF) Click here for additional data file.

S3 Fig Physiological and behavioral analysis of zebrafish *lef1* mutants. (**A**-**C**) Body size and survival rate of *lef1* mutants under different culture conditions. Offspring of *lef1+/-* incrosses were either unsorted or sorted by genotype at 15 dpf, and raised at 25 fish per tank. Body length and number of surviving fish at 2 mpf are shown in (**C**) with representative pictures in (**A**) and (**B**) (*lef1* mutants have no caudal fins [4]). (**D**) Body length of wild-type fish with different culture densities [84]. Data are mean ± SEM. Raw data can be found in S1 Data.
(TIF) Click here for additional data file.

S4 Fig Mouse anxiety tests. (**A**) Elevated plus maze. (**B**) Open field test. In (**A**) and (**B**), *n* **=** 12, 9 for male CON, CKO. In (A), *n* = 11, 11 for female CON, CKO in estrus; *n* = 12, 11 for female CON, CKO in diestrus. In (B), *n* **=** 12, 6 for female CON, CKO in estrus; *n* **=** 11, 16 for female CON, CKO in diestrus. Data are mean ± SEM. **P < 0.01, ns. *P* > 0.05 by unpaired Student *t* tests. Outliers depicted in black (**B**) were excluded from statistical analysis using the Grubbs’ test (*P* < 0.05). Raw data can be found in S1 Data.
(TIF) Click here for additional data file.

S5 Fig Cellular and molecular phenotypes in mouse *Lef1^CKO^* hypothalamus. (**A**) P50 female *Nkx2-1^Cre/+^;Lef1^flox/+^;Rosa^tdTomato/+^* (CON-F) expresses tdTomato in the hypothalamus. Bright field (left) and red fluorescence (right) ventral view images of the same brain with anterior on top are shown. Representative images are shown for at least 3 adult brains dissected. (**B**) Immunostaining for Lef1 in the hypothalamus of E14.5 *Lef1^CON^* (CON) and *Lef1^CKO^* (CKO). Coronal images are z-projections of 16 μm confocal optical sections, shown with dorsal side on top. Representative images are shown for at least 2 replicates tested. (**C**) Immunostaining for Wnt reporter *TCF/Lef*:*H2B-GFP*. Hypothalamic green fluorescence (below) views of yellow rectangles in bright field (above) view images of the same brain are shown, respectively. Images are whole mount ventral views with anterior side on top, acquired with the same setting for CON and CKO. Representative images are shown for at least 3 replicates tested. (**D**) Immunostaining for Pmch in the E14.5 hypothalamus. Higher magnification views of yellow rectangles are shown in the insets. Coronal images are z-projections of 16 μm confocal optical slices, shown with dorsal side on top. (**E**) qPCR analysis for female shows hypothalamic gene expression in E14.5 and P22 CKO-F relative to CON-F. Data are mean ± SEM. ***P < 0.001, ns. *P* > 0.05 by unpaired Student *t* tests. (**F**) Twenty-five μm coronal section in situ hybridization for *Crhbp* in the male P22 ventral premammillary and posterior hypothalamus, shown with dorsal side on top. Representative images are shown for at least 2 replicates tested. 3V: third ventricle. All scale bars are 100 μm except 500 μm in (**F**). Raw data can be found in S1 Data.
(TIF) Click here for additional data file.

S6 Fig Normal expression of *pmch* and *pmchl* in zebrafish *lef1* mutants. (**A**-**C**) Whole mount in situ hybridization images for *pmch* and *pmchl* (*pmch*, *like*) in the hypothalamus of 3 dpf (**A** and **B**) and 15 dpf (**C**) zebrafish control and *lef1* mutant embryos. Images of dorsal views (anterior on top) and lateral views (dorsal on top and anterior on the left) of the same individual *lef1+/-* or *lef1-/-* fish were shown in (**A**). Representative ventral view images of 3 dpf *lef1+/-* (**B**), 15 dpf control and *lef1* mutant (**C**) brains centered on the caudal hypothalamus (dashed red outlines) with anterior on top. Number of fish with representative gene expression among total number of fish is labeled on the right upper corner of each image in (**C**). Scale bar: 100 μm in (**A** and **C**); 5 μm in (**B**).
(TIF) Click here for additional data file.

S1 Table Details of confocal images, quantification and number of samples. (TIF) Click here for additional data file.

S2 Table Zebrafish RNA-seq at 3 dpf. (XLSX) Click here for additional data file.

S3 Table Ingenuity Pathway Analysis (IPA) for diseases & functions. (XLSX) Click here for additional data file.

S4 Table IPA input gene list. Same zebrafish genes in Tab “AdjP<0.1” of S2 Table are listed with orthologous mouse gene information used for IPA.
(XLSX) Click here for additional data file.

S5 Table Mouse RNA-seq at E14.5. (XLSX) Click here for additional data file.

S6 Table Mouse RNA-seq at P22. (XLSX) Click here for additional data file.

S7 Table Extracted GTEx RNA-seq data from 96 human hypothalamic samples. (ZIP) Click here for additional data file.

S8 Table Pearson correlation with hypothalamic GTEx RNA-seq data for *PMCH*, *CRHRP*, *LEF1* and *NPY*. Gene name followed with “_r” indicates Pearson’s *r* value and gene name followed with “_p” indicates *P* value.
(ZIP) Click here for additional data file.

S9 Table Primer sequences for synthesizing in situ hybridization probes. Reverse primers also included a T7 promoter-containing sequence “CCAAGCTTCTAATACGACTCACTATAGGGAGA” that was added 5' to the sequences listed in the table [70]. All primers were designed by Primer-BLAST except mouse genes *Cartpt* (ABA experiment 72077479), *Crhbp* (ABA experiment 77455017), *Pmch* (GenePaint set MH227) and *Tacr3* (ABA experiment 80342167).
(XLSX) Click here for additional data file.

S1 Data Excel spreadsheet containing, in separate sheets, the underlying numerical data for all the figure panels. (XLSX) Click here for additional data file.

S1 Video One representative video of novel tank diving test. The resolution of the video was reduced from original 1080p to 540p, and its dimension was cropped to remove unnecessary space using software HandBrake.
(MP4) Click here for additional data file.

## Abbreviations

AdjP: adjusted *P* value
AGRP: agouti-related protein
Cartpt: CART prepropeptide
CRH: corticotropin-releasing hormone
dpf: days post-fertilization
CRHBP: corticotropin-releasing hormone binding protein
E: embryonic day
EPM: elevated plus maze
GTEx: Genotype-Tissue Expression
Hc: caudal hypothalamus
HPA: hypothalamic-pituitary-adrenal
IPA: Ingenuity Pathway Analysis
NPY: neuropeptide Y
OFT: open field test
P: postnatal day
pan: pangolin
PI: pars intercerebralis
PL: pars lateralis
PMCH: pro-melanin concentrating hormone
qPCR: quantitative real-time PCR
RNA-seq: RNA sequencing
RPKM: reads per kilobase of transcript per million mapped reads
Tacr3: tachykinin receptor 3
wt: wild-type

## References

[1] MohammadF, AryalS, HoJ, StewartJC, NormanNA, TanTL, et al Ancient anxiety pathways influence Drosophila defense behaviors. Curr Biol. 2016;26(7):981–6. doi: 10.1016/j.cub.2016.02.031 2702074110.1016/j.cub.2016.02.031PMC4826436

[2] XieY, DorskyRI. Development of the hypothalamus: conservation, modification and innovation. Development. 2017;144(9):1588–99. doi: 10.1242/dev.139055 2846533410.1242/dev.139055PMC5450842

[3] NusseR, CleversH. Wnt/β-catenin signaling, disease, and emerging therapeutic modalities. Cell. 2017 6 1;169(6):985–99. doi: 10.1016/j.cell.2017.05.016 2857567910.1016/j.cell.2017.05.016

[4] WangX, KopinkeD, LinJ, McPhersonAD, DuncanRN, OtsunaH, et al Wnt signaling regulates postembryonic hypothalamic progenitor differentiation. Dev Cell. 2012 9 11;23(3):624–36. doi: 10.1016/j.devcel.2012.07.012 2297533010.1016/j.devcel.2012.07.012PMC3445042

[5] LöhrH, HammerschmidtM. Zebrafish in endocrine systems: recent advances and implications for human disease. Annu Rev Physiol. 2011;73:183–211. doi: 10.1146/annurev-physiol-012110-142320 2131443310.1146/annurev-physiol-012110-142320

[6] LonsdaleJ, ThomasJ, SalvatoreM, PhillipsR, LoE, ShadS, et al The Genotype-Tissue Expression (GTEx) project. Nat Genet. 2013;45(6):580–5. doi: 10.1038/ng.2653 2371532310.1038/ng.2653PMC4010069

[7] DorskyRI, SheldahlLC, MoonRT. A transgenic Lef1/beta-catenin-dependent reporter is expressed in spatially restricted domains throughout zebrafish development. Dev Biol. 2002 1 15;241(2):229–37. doi: 10.1006/dbio.2001.0515 1178410710.1006/dbio.2001.0515

[8] McPhersonAD, BarriosJP, Luks-MorganSJ, ManfrediJP, BonkowskyJL, DouglassAD, et al Motor behavior mediated by continuously generated dopaminergic neurons in the zebrafish hypothalamus recovers after cell ablation. Curr Biol. 2015;26(2):263–9. doi: 10.1016/j.cub.2015.11.064 2677478410.1016/j.cub.2015.11.064PMC4864152

[9] DuncanRN, XieY, McPhersonAD, Taibi AV, BonkowskyJL, DouglassAD, et al Hypothalamic radial glia function as self-renewing neural progenitors in the absence of Wnt/β-catenin signaling. Development. 2016 1 1;143(1):45–53. doi: 10.1242/dev.126813 2660338510.1242/dev.126813PMC4725207

[10] MacDonaldBT, TamaiK, HeX. Wnt/beta-catenin signaling: components, mechanisms, and diseases. Dev Cell. 2009;17(1):9–26. doi: 10.1016/j.devcel.2009.06.016 1961948810.1016/j.devcel.2009.06.016PMC2861485

[11] WeidingerG, ThorpeCJ, Wuennenberg-StapletonK, NgaiJ, MoonRT. The Sp1-related transcription factors sp5 and sp5-like act downstream of Wnt/beta-catenin signaling in mesoderm and neuroectoderm patterning. Curr Biol. 2005 3 29;15(6):489–500. doi: 10.1016/j.cub.2005.01.041 1579701710.1016/j.cub.2005.01.041

[12] CarrJA. Stress, neuropeptides, and feeding behavior: a comparative perspective. Integr Comp Biol. 2002;42(3):582–90. doi: 10.1093/icb/42.3.582 2170875410.1093/icb/42.3.582

[13] Cachat JM, Canavello PR, Elkhayat SI, Bartels BK, Hart PC, Elegante MF, et al. Video-aided analysis of zebrafish locomotion and anxiety-related behavioral responses. In: Zebrafish Neurobehavioral Protocols. 2011. p. 1–14.doi: 10.1007/978-1-60761-953-6_1 27019459

[14] KarolyiIJ, BurrowsHL, RameshTM, NakajimaM, LeshJS, SeongE, et al Altered anxiety and weight gain in corticotropin-releasing hormone-binding protein-deficient mice. Proc Natl Acad Sci U S A. 1999;96(9):11595–600. 1050022210.1073/pnas.96.20.11595PMC18079

[15] McgrawHF, DrerupCM, CulbertsonMD, LinboT, RaibleDW, Nechiporuk AV. Lef1 is required for progenitor cell identity in the zebrafish lateral line primordium. Development. 2011 9;138(18):3921–30. doi: 10.1242/dev.062554 2186255610.1242/dev.062554PMC3160089

[16] NgL, BernardA, LauC, OverlyCC, DongH-W, KuanC, et al An anatomic gene expression atlas of the adult mouse brain. Nat Neurosci. 2009;12(3):356–62. doi: 10.1038/nn.2281 1921903710.1038/nn.2281

[17] ShimogoriT, LeeDA, Miranda-AnguloA, YangY, WangH, JiangL, et al A genomic atlas of mouse hypothalamic development. Nat Neurosci. 2010 7;13(6):767–75. doi: 10.1038/nn.2545 2043647910.1038/nn.2545PMC4067769

[18] van GenderenC, OkamuraRM, FariñasI, QuoRG, ParslowTG, BruhnL, et al Development of several organs that require inductive epithelial-mesenchymal interactions is impaired in LEF-1-deficient mice. Genes Dev. 1994 11 15;8(22):2691–703. 795892610.1101/gad.8.22.2691

[19] GalceranJ, Miyashita-LinEM, DevaneyE, RubensteinJL, GrosschedlR. Hippocampus development and generation of dentate gyrus granule cells is regulated by LEF1. Development. 2000 2;127(3):469–82. 1063116810.1242/dev.127.3.469

[20] YuS, ZhouX, SteinkeFC, LiuC, ChenS, ZagorodnaO, et al The TCF-1 and LEF-1 transcription factors have cooperative and opposing roles in T cell development and malignancy. Immunity. 2012 11 16;37(5):1–26. doi: 10.1016/j.immuni.2012.08.009 2310313210.1016/j.immuni.2012.08.009PMC3501598

[21] XuQ, TamM, AndersonSA. Fate mapping Nkx2.1-lineage cells in the mouse telencephalon. J Comp Neurol. 2008;29(9 2007):16–29. doi: 10.1002/cne.21529 1799026910.1002/cne.21529

[22] MadisenL, ZwingmanTA, SunkinSM, OhSW, ZariwalaHA, GuH, et al A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat Neurosci. 2010 1;13(1):133–40. doi: 10.1038/nn.2467 2002365310.1038/nn.2467PMC2840225

[23] Ferrer-VaquerA, PiliszekA, TianG, AhoRJ, DufortD, HadjantonakisA-K. A sensitive and bright single-cell resolution live imaging reporter of Wnt/ß-catenin signaling in the mouse. BMC Dev Biol. 2010;10:121 doi: 10.1186/1471-213X-10-121 2117614510.1186/1471-213X-10-121PMC3017038

[24] BaleTL, EppersonCN. Sex differences and stress across the lifespan. Nat Neurosci. 2015;18(10):35–42. doi: 10.1038/nn.4112 2640471610.1038/nn.4112PMC4620712

[25] ClémentY, CalatayudF, BelzungC. Genetic basis of anxiety-like behaviour: A critical review. Brain Res Bull. 2002;57(1):57–71. 1182773810.1016/s0361-9230(01)00637-2

[26] ViselA, ThallerC, EicheleG. GenePaint.org: an atlas of gene expression patterns in the mouse embryo. Nucleic Acids Res. 2004;32(Database issue):D552–6. doi: 10.1093/nar/gkh029 1468147910.1093/nar/gkh029PMC308763

[27] BrischouxF, FellmannD, RisoldPY. Ontogenetic development of the diencephalic MCH neurons: A hypothalamic “MCH area” hypothesis. Eur J Neurosci. 2001;13(9):1733–44. 1135952510.1046/j.0953-816x.2001.01552.x

[28] AlonT, FriedmanJM. Late-onset leanness in mice with targeted ablation of melanin concentrating hormone neuron. J Neurosci. 2006;26(2):389–97. doi: 10.1523/JNEUROSCI.1203-05.2006 1640753410.1523/JNEUROSCI.1203-05.2006PMC6674397

[29] WhiddonBB, PalmiterRD. Ablation of neurons expressing melanin-concentrating hormone (MCH) in adult mice improves glucose tolerance independent of MCH signaling. J Neurosci. 2013;33(5):2009–16. doi: 10.1523/JNEUROSCI.3921-12.2013 2336523810.1523/JNEUROSCI.3921-12.2013PMC3725743

[30] GonzálezJA, IordanidouP, StromM, AdamantidisA, BurdakovD. Awake dynamics and brain-wide direct inputs of hypothalamic MCH and orexin networks. Nat Commun. 2016;7(c):11395 doi: 10.1038/ncomms11395 2710256510.1038/ncomms11395PMC4844703

[31] BermanJR, SkariahG, MaroGS, MignotE, MourrainP. Characterization of two melanin-concentrating hormone genes in zebrafish reveals evolutionary and physiological links with the mammalian MCH system. J Comp Neurol. 2009;517(5):695–710. doi: 10.1002/cne.22171 1982716110.1002/cne.22171PMC3427774

[32] HartensteinV. The neuroendocrine system of invertebrates: a developmental and evolutionary perspective. J Endocrinol. 2006;190(3):555–70. doi: 10.1677/joe.1.06964 1700325710.1677/joe.1.06964

[33] BrunnerE, PeterO, SchweizerL, BaslerK. pangolin encodes a Lef-1 homologue that acts downstream of Armadillo to transduce the Wingless signal in Drosophila. Vol. 385, Nature. 1997 p. 829–33. doi: 10.1038/385829a0 903991710.1038/385829a0

[34] Van de WeteringM, CavalloR, DooijesD, Van BeestM, Van EsJ, LoureiroJ, et al Armadillo coactivates transcription driven by the product of the Drosophila segment polarity gene dTCF. Cell. 1997;88(6):789–99. 911822210.1016/s0092-8674(00)81925-x

[35] HuisingMO, FlikG. The remarkable conservation of corticotropin-releasing hormone (CRH)-binding protein in the honeybee (Apis mellifera) dates the CRH system to a common ancestor of insects and vertebrates. Endocrinology. 2005;146(5):2165–70. doi: 10.1210/en.2004-1514 1571827310.1210/en.2004-1514

[36] CroizierS, CardotJ, BrischouxF, FellmannD, GriffondB, RisoldPY. The vertebrate diencephalic MCH system: A versatile neuronal population in an evolving brain. Front Neuroendocrinol. 2013;34(2):65–87. doi: 10.1016/j.yfrne.2012.10.001 2308899510.1016/j.yfrne.2012.10.001

[37] MeleM, FerreiraPG, ReverterF, DeLucaDS, MonlongJ, SammethM, et al The human transcriptome across tissues and individuals. Science (80-). 2015 5 7;348(6235):660–5. doi: 10.1126/science.aaa0355 2595400210.1126/science.aaa0355PMC4547472

[38] BöhmJ, SustmannC, WilhelmC, KohlhaseJ, BoJ, SustmannC, et al SALL4 is directly activated by TCF/LEF in the canonical Wnt signaling pathway. Biochem Biophys Res Commun. 2006 9 29;348(3):898–907. doi: 10.1016/j.bbrc.2006.07.124 1689921510.1016/j.bbrc.2006.07.124

[39] ArdlieKG, DelucaDS, SegreA V., SullivanTJ, YoungTR, GelfandET, et al The Genotype-Tissue Expression (GTEx) pilot analysis: Multitissue gene regulation in humans. Science (80-). 2015 5 7;348(6235):648–60. doi: 10.1126/science.1262110 2595400110.1126/science.1262110PMC4547484

[40] JinY-R, YoonJK. The R-spondin family of proteins: emerging regulators of WNT signaling. Int J Biochem Cell Biol. 2012 12;44(12):2278–87. doi: 10.1016/j.biocel.2012.09.006 2298276210.1016/j.biocel.2012.09.006PMC3496018

[41] SchwartzMW, HahnTM, BreiningerJF, BaskinDG. Coexpression of Agrp and NPY in fasting-activated hypothalamic neurons. Nat Neurosci. 1998 8 1;1(4):271–2. doi: 10.1038/1082 1019515710.1038/1082

[42] MulliganMK, MozhuiK, PrinsP, WilliamsRW. GeneNetwork: A Toolbox for Systems Genetics. In: Methods Mol Biol. 2017 p. 75–120. doi: 10.1007/978-1-4939-6427-7_4 2793352110.1007/978-1-4939-6427-7_4PMC7495243

[43] KaslinJ, PanulaP. Comparative anatomy of the histaminergic and other aminergic systems in zebrafish (Danio rerio). J Comp Neurol. 2001;440(4):342–77. 1174562810.1002/cne.1390

[44] WullimannMF, RuppB, ReichertH. Neuroanatomy of the zebrafish brain: A topological atlas Birkhäuser Verlag Basel: Birkhäuser Basel; 1996. 144 p.

[45] BakerBI. Melanin-concentrating hormone: a general vertebrate neuropeptide. Int Rev Cytol. 1991;126:1–47. 205049710.1016/s0074-7696(08)60681-6

[46] GriffondB, BakerBI. Cell and molecular cell biology of melanin-concentrating hormone. Vol. 213, Int. Rev. Cytol. Elsevier Masson SAS; 2002 233–277 p. 1183789410.1016/s0074-7696(02)13016-6

[47] ChungS, ParksGS, LeeC, CivelliO. Recent updates on the melanin-concentrating hormone (MCH) and its receptor system: Lessons from MCH1R antagonists. J Mol Neurosci. 2011;43(1):115–21. doi: 10.1007/s12031-010-9411-4 2058248710.1007/s12031-010-9411-4PMC3018593

[48] BittencourtJ, CelisME. Anatomy, function and regulation of neuropeptide EI (NEI). Peptides. 2008;29(8):1441–50. doi: 10.1016/j.peptides.2008.03.012 1845637110.1016/j.peptides.2008.03.012

[49] ShimadaM, TritosNA, LowellBB, FlierJS, Maratos-FlierE. Mice lacking melanin-concentrating hormone are hypophagic and lean. Nature. 1998;396(12):670–4. doi: 10.1038/25341 987231410.1038/25341

[50] KokkotouE, JeonJY, WangX, MarinoFE, CarlsonM, TromblyDJ, et al Mice with MCH ablation resist diet-induced obesity through strain-specific mechanisms. Am J Physiol Regul Integr Comp Physiol. 2005;289:R117–24. doi: 10.1152/ajpregu.00861.2004 1573140210.1152/ajpregu.00861.2004

[51] ZhouD, ShenZ, StrackAM, MarshDJ, ShearmanLP. Enhanced running wheel activity of both Mch1r- and Pmch-deficient mice. Regul Pept. 2005;124(1–3):53–63. doi: 10.1016/j.regpep.2004.06.026 1554484110.1016/j.regpep.2004.06.026

[52] WillieJT, SintonCM, Maratos-FlierE, YanagisawaM. Abnormal response of melanin-concentrating hormone deficient mice to fasting: Hyperactivity and rapid eye movement sleep suppression. Neuroscience. 2008;156(4):819–29. doi: 10.1016/j.neuroscience.2008.08.048 1880947010.1016/j.neuroscience.2008.08.048PMC2586720

[53] MulJD, YiC-X, van den BergSAA, RuiterM, ToonenPW, van der ElstMCJ, et al Pmch expression during early development is critical for normal energy homeostasis. Am J Physiol Endocrinol Metab. 2010;298(3):E477–88. doi: 10.1152/ajpendo.00154.2009 1993440210.1152/ajpendo.00154.2009

[54] NocedalI, JohnsonAD. How transcription networks evolve and produce biological novelty. Cold Spring Harb Symp Quant Biol. 2015;LXXX doi: 10.1101/sqb.2015.80.027557 2665790510.1101/sqb.2015.80.027557

[55] VillarD, FlicekP, OdomDT. Evolution of transcription factor binding in metazoans—mechanisms and functional implications. Nat Rev Genet. 2014 4;15(4):221–33. doi: 10.1038/nrg3481 2459022710.1038/nrg3481PMC4175440

[56] SokolowskiK, EsumiS, HirataT, KamalY, TranT, LamA, et al Specification of select hypothalamic circuits and innate behaviors by the embryonic patterning gene Dbx1. Neuron. 2015;86(2):1–14. doi: 10.1016/j.neuron.2015.03.022 2586463710.1016/j.neuron.2015.03.022PMC4484744

[57] DumanRS, VoletiB. Signaling pathways underlying the pathophysiology and treatment of depression: Novel mechanisms for rapid-acting agents. Trends Neurosci. 2012;35(1):47–56. doi: 10.1016/j.tins.2011.11.004 2221745210.1016/j.tins.2011.11.004PMC3278537

[58] DiasC, FengJ, SunH, ShaoNY, Mazei-RobisonMS, Damez-WernoD, et al β-catenin mediates stress resilience through Dicer1/microRNA regulation. Nature. 2014 11 12;516(7529):51–5. doi: 10.1038/nature13976 2538351810.1038/nature13976PMC4257892

[59] LeeJE, WuS, GoeringLM, DorskyRI. Canonical Wnt signaling through Lef1 is required for hypothalamic neurogenesis. Development. 2006 11;133(22):4451–61. doi: 10.1242/dev.02613 1705062710.1242/dev.02613

[60] GhanemN, JarinovaO, AmoresA, LongQ, HatchG, ParkBK, et al Regulatory roles of conserved intergenic domains in vertebrate Dlx bigene clusters. Genome Res. 2003 4;13(4):533–43. doi: 10.1101/gr.716103 1267099510.1101/gr.716103PMC430168

[61] PaulsS, Geldmacher-VossB, Campos-OrtegaJA. A zebrafish histone variant H2A.F/Z and a transgenic H2A.F/Z:GFP fusion protein for in vivo studies of embryonic development. Dev Genes Evol. 2001 12;211(12):603–10. doi: 10.1007/s00427-001-0196-x 1181911810.1007/s00427-001-0196-x

[62] BerghmansS, MurpheyRD, WienholdsE, NeubergD, KutokJL, FletcherCDM, et al tp53 mutant zebrafish develop malignant peripheral nerve sheath tumors. Proc Natl Acad Sci U S A. 2005 1 11;102(2):407–12. doi: 10.1073/pnas.0406252102 1563009710.1073/pnas.0406252102PMC544293

[63] JohnsonCW, Hernandez-LagunasL, FengW, MelvinVS, WilliamsT, ArtingerKB. Vgll2a is required for neural crest cell survival during zebrafish craniofacial development. Dev Biol. 2011 9;357(1):269–81. doi: 10.1016/j.ydbio.2011.06.034 2174196110.1016/j.ydbio.2011.06.034PMC3519931

[64] Gil-SanzC, EspinosaA, FregosoSP, BluskeKK, CunninghamCL, Martinez-GarayI, et al Lineage tracing using Cux2-Cre and Cux2-CreERT2 mice. Neuron. 2015;86(4):1091–9. doi: 10.1016/j.neuron.2015.04.019 2599613610.1016/j.neuron.2015.04.019PMC4455040

[65] ClapcoteSJ, RoderJC. Simplex PCR assay for sex determination in mice. Biotechniques. 2005;38(5):702–6. 1594536810.2144/05385BM05

[66] WooK, FraserSE. Order and coherence in the fate map of the zebrafish nervous system. Development. 1995 8;121(8):2595–609. 767182210.1242/dev.121.8.2595

[67] EisenhofferGT, LoftusPD, YoshigiM, OtsunaH, ChienC-B, MorcosPA, et al Crowding induces live cell extrusion to maintain homeostatic cell numbers in epithelia. Nature. 2012 4 15;484(7395):546–9. doi: 10.1038/nature10999 2250418310.1038/nature10999PMC4593481

[68] ByarsCL, BatesKL, LetsouA. The dorsal-open group gene raw is required for restricted DJNK signaling during closure. Development. 1999;126:4913–23. 1051850710.1242/dev.126.21.4913

[69] ThisseC, ThisseB. High-resolution in situ hybridization to whole-mount zebrafish embryos. Nat Protoc. 2008 1;3(1):59–69. doi: 10.1038/nprot.2007.514 1819302210.1038/nprot.2007.514

[70] LogelJ, DillD, LeonardS. Synthesis of cRNA probes from PCR-generated DNA. Biotechniques. 1992;13(4):604–606+608. 1476730

[71] YeJ, CoulourisG, ZaretskayaI, CutcutacheI, RozenS, MaddenTL. Primer-BLAST: a tool to design target-specific primers for polymerase chain reaction. BMC Bioinformatics. 2012 1;13:134 doi: 10.1186/1471-2105-13-134 2270858410.1186/1471-2105-13-134PMC3412702

[72] DorskyRI, SnyderA, CretekosCJ, GrunwaldDJ, GeislerR, HaffterP, et al Maternal and embryonic expression of zebrafish lef1. Mech Dev. 1999;86(1–2):147–50. 1044627310.1016/s0925-4773(99)00101-x

[73] WangX, LeeJE, DorskyRI. Identification of Wnt-responsive cells in the zebrafish hypothalamus. Zebrafish. 2009;6(1):49–58. doi: 10.1089/zeb.2008.0570 1937454810.1089/zeb.2008.0570PMC2765247

[74] StapletonM, CarlsonJ, BroksteinP, YuC, ChampeM, GeorgeR, et al A Drosophila full-length cDNA resource. Genome Biol. 2002;3(12):RESEARCH0080 doi: 10.1186/gb-2002-3-12-research0080 1253756910.1186/gb-2002-3-12-research0080PMC151182

[75] OxtobyE, JowettT. Cloning of the zebrafish krox-20 gene (krx-20) and its expression during hindbrain development. Nucleic Acids Res. 1993;21(5):1087–95. 846469510.1093/nar/21.5.1087PMC309267

[76] ThompsonCL, NgL, MenonV, MartinezS, LeeCK, GlattfelderK, et al A high-resolution spatiotemporal atlas of gene expression of the developing mouse brain. Neuron. 2014;83(2):309–23. doi: 10.1016/j.neuron.2014.05.033 2495296110.1016/j.neuron.2014.05.033PMC4319559

[77] Schaeren-WiemersN, Gerfin-MoserA. A single protocol to detect transcripts of various types and expression levels in neural tissue and cultured cells: in situ hybridization using digoxigenin-labelled cRNA probes. Histochemistry. 1993 12;100(6):431–40. 751294910.1007/BF00267823

[78] HurstJL, WestRS. Taming anxiety in laboratory mice. Nat Methods. 2010;7(10):825–6. doi: 10.1038/nmeth.1500 2083524610.1038/nmeth.1500

[79] HånellA, MarklundN. Structured evaluation of rodent behavioral tests used in drug discovery research. Front Behav Neurosci. 2014;8(7):252 doi: 10.3389/fnbeh.2014.00252 2510096210.3389/fnbeh.2014.00252PMC4106406

[80] McLeanAC, ValenzuelaN, FaiS, BennettSAL. Performing vaginal lavage, crystal violet staining, and vaginal cytological evaluation for mouse estrous cycle staging identification. J Vis Exp. 2012;(67):e4389 doi: 10.3791/4389 2300786210.3791/4389PMC3490233

[81] SchmittgenTD, LivakKJ. Analyzing real-time PCR data by the comparative CT method. Nat Protoc. 2008 6;3(6):1101–8. 1854660110.1038/nprot.2008.73

[82] SpandidosA, WangX, WangH, SeedB. PrimerBank: a resource of human and mouse PCR primer pairs for gene expression detection and quantification. Nucleic Acids Res. 2010 1;38(Database issue):D792–9. doi: 10.1093/nar/gkp1005 1990671910.1093/nar/gkp1005PMC2808898

[83] YuM, XiY, PollackJ, Debiais-ThibaudM, MacDonaldRB, EkkerM. Activity of dlx5a/dlx6a regulatory elements during zebrafish GABAergic neuron development. Int J Dev Neurosci. 2011;29(7):681–91. doi: 10.1016/j.ijdevneu.2011.06.005 2172393610.1016/j.ijdevneu.2011.06.005

[84] ReedB, JenningsM. Guidance on the housing and care of Zebrafish Danio rerio. Res Anim Dep Sci Group, RSPCA, West Sussex, United Kingdom 2010.

How the deposited data were processed for this re-analysis (not part of the article)

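RNA-seq of the hypothalamus was re-analysed in 3 comparisons of 6 libraries each, 3 mutant and 3 control: zebrafish lef1 mutants at 3 dpf, and male mouse Lef1 CKO at E14.5 and at P22. All 18 libraries were mapped to their condition and replicate number by their labels, and no column of values was left unmapped. For each comparison the authors deposited 1 table of counts and 1 of FPKM values. The count columns hold whole numbers of reads per gene, which the authors made by aligning single reads with Novoalign to a genome extended by Ensembl splice junctions (GRCz10 or GRCm38) and counting reads on each gene with USeq. The FPKM columns hold the same reads scaled by the authors to transcript length and library size. The count columns were used as deposited. Every gene in the tables has at least 10 counts in some library, so the authors' filter on low counts was already applied, while the 3 zebrafish genes above 50000 counts, which the paper left out of its tests, are still in the table and were left out here. No pair of libraries was a duplicate of another: the lowest of the 18 chi-square values per degree of freedom within groups was 1.92.

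Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust dispersions and the quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method within each comparison. The thresholds, an adjusted p under 0.1 and a fold change over 2, are those of the paper, whose methods name DESeq2 and no covariate. The standard error of a log2 fold change is the size of the unshrunken log2 fold change divided by the square root of the test's F value, so it belongs to that test. Log2 fold changes use a prior count of 2. Where all 3 mutant libraries had at most 3 counts, the fold is given as a lower bound against 3 counts. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and again with fry and with an estimated correlation. The difference of the CKO effect between P22 and E14.5 was tested as an interaction of genotype and age over the 12 mouse libraries. Genes near Lef1, within 5 Mb on either side, were compared with 10000 runs of as many consecutive tested genes elsewhere in the genome. Copies of Rpl34 were sought among the GENCODE M21 transcripts with blastn 2.17.0+.

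The tests were tried on simulated counts in which 200 genes were changed by a known factor. With a change by a factor of 2, edgeR called 176 of the 200 genes in the zebrafish design (88.0%), and made 26 false calls there, 30 at E14.5 and 34 at P22. In zebrafish a change of 0.32 on the log2 scale was called for 8.50% of the 200 genes, and 19.5% reached the unadjusted p that 1 more call would need in the real libraries, so the fit without a block mostly misses changes of that size there. The simulated libraries had no pairing, so these shares say nothing about what a fit with the replicate block detects.

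Replicate numbers are shared between the groups. In zebrafish the paper states that replicates came from different days and breedings, and the numbers were taken to mark them. The deviations of same-numbered control and mutant libraries from their group means correlated at 0.28, 0.33 and 0.22 across all 18625 tested genes, and at 0.35, 0.44 and 0.31 across the 16027 genes with a mean log2 CPM above 1. At E14.5 the paper's text does not say what the numbers mark. There the correlations were 0.06, 0.09 and 0.09 across all 17103 genes, and 0.12, 0.24 and 0.21 across the 13453 genes above that level, where every pair with different numbers correlated negatively. Deviations from a group mean cancel within the group, so positive same-numbered pairs push the others negative, which adds no evidence. Pairing was to be accepted where every same-numbered pair exceeds 0.1, so at E14.5 the answer depends on the genes used: it fails over all genes and holds over the more abundant ones. Which genes to use was not fixed beforehand. The numbers were treated as pairs at E14.5 with that reservation, and values from a fit with the replicate number as a block are given beside the counts of genes in both experiments. Checks of GC content and depth on these experiments used the same block, apart from those on the region around Lef1. At P22 the numbers did not pair the samples. Genes are not independent, so these correlations across genes carry no p value.

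The design, the gene lists, the rule for the genes named and the alternatives of normalization, filter, dispersion, tool, FPKM pseudocount, replicate block and left-out libraries were chosen before the data were examined. The paper had been read by then, and the list of genes that gather reads from ribosomal RNA was drawn up after reading its S5 Table, so that list is not independent of the E14.5 libraries. The genes named in the text are those on lists taken from the paper, up to 5 rises and 5 falls with the largest log2 fold change in each comparison among called genes whose groups lie apart, and in mouse every called gene. The zebrafish rises taken also include 2 annotated loci of the U3 RNA (log2 fold changes 0.84 and 0.85), of which the locus at 0.84 lies below the 5 largest. Reads of these loci may not be separable between copies, so their values are uncertain. Cisd2, Alpk1 and Enpep as genes near Lef1, and Gm15564 and Gm42418, which the paper's tables call, were singled out after their values were seen. S5 Table gives Gm42418 as Yam1, and the list for ribosomal RNA holds the gene under both names. The alternatives chosen after seeing the data are the correction for GC content, the thinning of libraries to equal depth, the block and the left-out libraries in the tests of the age difference, the region around Lef1 and the tissue lists, the region without Rpl34, and the counts of called orthologs in fits other than the main one. FPKM values, which the authors computed, entered only as an alternative, as log2(FPKM + 1) or log2(FPKM + 0.1) tested with limma. DESeq2 1.42.0 was the alternative tool.

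The lists of tissue markers used in mouse were meninges, endothelium, microglia, pericyte, neuron, posterior hypothalamus and genes that gather reads from ribosomal RNA. A list counted only where at least 80% of its genes were tested. The mouse pituitary list (12.5% tested at E14.5 and 37.5% at P22) and the mouse list of Wnt targets (77.8% at both ages) fell short of that. Zebrafish marker lists were not used, since names were held for 1510 of the 18628 zebrafish genes, and for the same reason the zebrafish genes for feeding and sleep hormones and the region around zebrafish lef1 were not analysed here. Mouse names matched for 16820 of 17103 genes at E14.5 and 17485 of 17779 at P22. S2, S5 and S6 Tables were used in part, with 1511 of 18628, 1371 of 17103 and 1374 of 17779 genes, which include all genes the paper calls. Behavioural tests, imaging, qPCR, the pathway analysis and the human data were not analysed here.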

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

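Each test of an explanation in this part was chosen only after the result it concerns was seen.

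The CKO effect on Pmch and on Tacr3 differed between P22 and E14.5 in a test of the difference itself, when adjusted over the 9 mouse genes the paper names. The design fixed beforehand adjusts over all genes, where neither passed in the main fit, and the paper chose some of the 9 genes on these libraries. The interaction of genotype and age had a log2 value of −1.01 for Pmch (SE 0.253, adjusted p = 0.0258 over the 9 mouse genes the paper names, edgeR with Benjamini-Hochberg adjustment), with the larger loss at P22. For Tacr3 it was −0.47 (SE 0.180, adjusted p = 0.0709 in the same edgeR test with Benjamini-Hochberg adjustment). Over all 16406 genes no interaction passed an adjusted p under 0.1 in the main fit, and 643 genes had an unadjusted p under 0.05. Pmch passed over all genes with DESeq2 (adjusted p = 0.0257), with the replicate block (adjusted p = 3.40e-04 from edgeR) and without P22 CON replicate 2 (adjusted p = 0.0379 from edgeR, all with Benjamini-Hochberg adjustment), while Tacr3 passed over all genes in no fit. At P22 the replicate numbers did not pair the samples, so the value with the block is uncertain. The Pmch value stayed between −1.11 and −0.86 with each of the 12 libraries left out in turn, and its call over the 9 genes was lost without E14.5 CKO replicate 2 (adjusted p = 0.112 from edgeR with Benjamini-Hochberg adjustment). The Tacr3 value stayed between −0.59 and −0.39, and its call was lost under DESeq2 (adjusted p = 0.123 with Benjamini-Hochberg adjustment) and in 8 of the 12 fits without 1 library, so it is the weaker of the 2. A constant background of reads at Pmch would shrink the fold at E14.5 more than at P22 and cannot be told apart: 2.29 CPM in every library would make the ratio of CKO to CON the same at both ages, and the E14.5 CKO libraries hold 4.02 CPM. That more of the Pmch+ cells present at P22 depend on Lef1 is an open biological explanation that was not tested. Tacr3 lies 3605 kb from Lef1, and sequence of another strain carried with the floxed allele that acts only at the later age could give the same values; the difference of −0.47 cannot be told apart from such an effect, because every CKO mouse has 2 copies of the floxed allele and every CON mouse 1.

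Genes near Lef1, of which the paper discusses Rpl34 and Tacr3 alone, changed more often than genes elsewhere. Of the 50 genes within 5 Mb that were tested at both ages, 24.0% had an unadjusted p under 0.05 at E14.5 and 24.0% at P22. The median over 10000 runs of consecutive genes elsewhere was 6.00% and 2.00%. No run elsewhere reached the E14.5 or the P22 share (permutation p = 1e-04 for each over the runs, the smallest they can give), so changes spread evenly over the genome are argued against at both ages. The highest run elsewhere held 22.0% at E14.5, close to the share near Lef1, and 12.0% at P22. The runs overlap each other, so they are fewer independent comparisons than their number, and their p values are too low for that reason. The same p, 1e-04 at each age, followed a correction for GC content, which argues against GC bias as the whole cause. Without CON replicate 3 at E14.5 the share there was 16.0% (permutation p = 0.0670 over the runs). Other fits also gave weaker values at E14.5: 14.0% with DESeq2 (permutation p = 0.00200), 14.3% with a window of 10 Mb (0.0140), 25.0% with a window of 2 Mb (0.00940), 22.4% without Rpl34 (0.00130), and 24.0% with the replicate block (0.00320), where the highest run elsewhere held 26.0%. At P22 the share was 18.0% with DESeq2, 13.2% with 10 Mb and 16.7% with 2 Mb. Of the 12 genes at E14.5, 9 were lower and 3 higher in CKO, and of the 12 at P22, 6 were lower and 6 higher. The same direction at both ages was shown by 4 genes: Rpl34, Cisd2 (log2 fold changes −0.28 and −0.31), Alpk1 (0.34 and 0.56) and Enpep (0.49 and 0.42). Another gene at an unadjusted p under 0.05 at both ages, Mcub, was lower at E14.5 (−0.71) and higher at P22 (0.49), which an effect constant over age would not give. With Rpl34 left out 3 such genes remain, which no run elsewhere reached (permutation p = 1e-04). Sequence from another strain carried along with the floxed allele may account for the genes that share a direction, either through expression or through reads that map less well. A local effect of deleting Lef1 sequence would give the same values, and the 2 cannot be told apart because the number of floxed alleles is the genotype compared.

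Markers of non-neural cells were lower in CKO at E14.5, in genes the paper does not discuss. By camera with the preset correlation and Benjamini-Hochberg adjustment over 7 lists, the adjusted p was 1.93e-05 for meninges (median log2 fold change −0.39, 11 of 12 genes lower), 1.24e-04 for endothelium (−0.18, 8 of 8 lower), 9.13e-07 for microglia (−0.28, 8 of 8 lower) and 0.0341 for pericyte (−0.09, 4 of 6 lower). The most abundant meningeal gene, Col3a1, had 444.9, 428.3 and 500.5 CPM in CON replicates 1, 2 and 3 and 240.6, 261.9 and 427.0 CPM in the CKO replicates, so CKO replicate 3 is close to the CON libraries. GC bias is argued against by a fit with a GC correction and the replicate block, where the adjusted p was 3.64e-07 for meninges, 8.86e-05 for endothelium, 5.95e-06 for microglia and 0.0337 for pericyte. With the block and no correction, the adjusted p from camera was 3.99e-07, 2.11e-04, 4.86e-06 and 0.0773 in that order. The block alone thus lowered the p for meninges only. Library size is argued against by libraries thinned to equal depth with the block for meninges (1.11e-06), endothelium (2.36e-04) and microglia (4.27e-05); for pericyte (0.106) it cannot be told apart. The pericyte call was also lost without CON replicate 3 (0.158) and without CKO replicate 2 (0.238). A difference in the tissue dissected stays open for all 4 lists. When the correlation among a list's genes was estimated from the libraries, as a shared amount of attached tissue would create, the adjusted p was 0.278 for each, and under fry only endothelium and microglia passed (0.0680 each). The data cannot tell such a difference from fewer vessels, microglia or meningeal cells in CKO, because both would lower the same genes in the same libraries. How far the developing hypothalamus itself expresses these markers was not measured.

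The change of 3 of these lists differed between ages, by a test of the difference itself. In the interaction over 12 libraries the adjusted p was 7.35e-04 for meninges, 7.35e-04 for endothelium and 1.53e-07 for microglia (camera with Benjamini-Hochberg adjustment), each lower in CKO at E14.5 than at P22. Microglia alone passed under fry (0.0449) and with the estimated correlation (0.0820). E14.5 tissue was pooled and P22 tissue came from single mice, so age, pooling and dissection differ together. A difference in dissection at E14.5 could give this pattern as well as a transient biological one, and neither was tested beyond the estimated-correlation value of 0.278 at E14.5.

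Apart from Pmch and Rpl34, 21 genes were called at E14.5, of which the paper's text discusses none and its S5 Table holds 16 at an adjusted p under 0.1. Of these, 14 were lower and 7 higher, with log2 fold changes from −0.93 to 1.52 and a median size of 0.30. The lower ones were Lamb1, Igf1, Tnfrsf19, Ccnd2, Cped1, Cx3cr1, Fstl1, Cisd2, Cd93, Utrn, Enpp1, Jcad, Apod and Vamp5, and the higher ones Lars2, Meg3, Pisd-ps1, Sez6l, Dennd6b, Rnf31 and Xlr3b. Only Lars2, Lamb1 and Igf1 were called in every fit that left out a library. All 21 stayed called with the block alone, with a GC correction and the block, and with equal depth and the block (21 in each). The block alone raised the number of calls from 23 to 201, and the corrections were not run for these calls without it. They show that neither correction undid a call made with the block. Only in that fit does this argue against GC bias and library size as the whole cause. Over 13306 genes the E14.5 log2 fold changes rose with GC content (Spearman's rho 0.260, and 0.0053 after the correction). Cx3cr1 is a microglial and Cd93 an endothelial gene, so the explanations open for those lists are open for these genes too, and Cisd2 lies in the region around Lef1.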

How the results depend on the processing

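The zebrafish count of 149 genes stayed within a factor of 1.5 under DESeq2, other size factors, other filters, no robust dispersion and log2(FPKM + 1). It was 355 with the replicate block, of which 78.6% were lower, 232 with equal depth and the block, of which 81.9% were lower, and 99 with log2(FPKM + 0.1). Without 1 library it ranged from 82 to 152, lowest without control replicate 3. The share of genes lower stayed inside its interval in all other alternatives run. The 60 genes with a fold change over 2 became 26 with log2(FPKM + 1), with or without the filter, where the pseudocount shrinks the change of weakly expressed genes by construction. The set test on the 20 anxiety-related genes stayed below 0.05 in every alternative, each on the libraries from which the list was chosen. Of the 10 splits of the 6 libraries, 2 gave as many called genes as the real one and 1 as many with a fold change over 2, and 1 gave as low a p for the list, which is the real split each time that the number is 1. The other split, with control replicate 1 and mutant replicates 1 and 3 on one side, gave 514 and keeps 2 pairs together, while the 3 other splits that part all 3 pairs gave 0 each.

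At E14.5 the count of 23 genes varied more. It was 14 with at least 10 counts in every sample, 14 with filterByExpr, 13 without robust dispersion, 9 at an adjusted p under 0.05, and 2 with limma on log2(FPKM + 1), log2(FPKM + 0.1) or log2(FPKM + 1) over every gene. It was 201 with the replicate block, 301 with a GC correction and the block, and 185 with equal depth and the block. Without 1 library it ranged from 6 to 250. The share lower, 69.6% in the main fit, was 57.8% with the GC correction and the block and 29.0% without CON replicate 3. The 3 genes with a fold change over 2 became 14 with the block, 13 with the GC correction and the block and 12 with equal depth and the block, and from 2 to 12 without 1 library, highest without CKO replicate 3. An adjusted p under 0.05 is stricter by construction. For the other alternatives, the stricter filters among them, the cause was not tested. Of the 10 splits, 2 gave as many called genes and 2 as many with a fold change over 2. The split with CON replicates 1 and 3 and CKO replicate 3 on one side gave 58 genes and keeps 2 pairs together, and the 3 other splits that part every pair gave 0 each.

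At P22 the count of 2 genes became 4 with DESeq2 and ranged from 2 to 3 without 1 library, and the number with a fold change over 2 ranged from 1 to 2, with 1 without CKO replicate 1. A fit with the replicate number as a block gave 6 genes, but there the numbers share only a name: same-numbered libraries correlated at 0.27, −0.00 and 0.07. Of the 10 splits, 4 gave at least as many called genes, the highest 140, and 2 as many with a fold change over 2. That the design gives only 10 splits means that no share of splits under 0.1 is possible in any of the 3 comparisons, so these counts of splits cannot exclude chance.

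The orthologs of zebrafish Lef1-dependent genes stayed above 0.05 in every alternative at both ages, with 4 of 10 splits giving as low a p at E14.5 and 9 of 10 at P22. The number called in other fits was counted only after the data were seen. At E14.5, where it is 0 in the main fit, it was 1 over all genes with the block, with the GC correction and the block, with equal depth and the block, and without CKO replicate 3. Over the list alone it was 2 with the block, 7 with the GC correction and the block, Pde9a among them, 2 with equal depth and the block, and 1 without CKO replicate 1 or without CKO replicate 3. At P22 it was 0 in every fit. The direction at P22 turned from up to down without CON replicate 1 (0.706) and without CKO replicate 2 (0.638), and p ranged from 0.371 to 0.782 without 1 library. The number of genes whose CKO effect differs between ages, 0 with 643 at an unadjusted p under 0.05, was 7 with DESeq2 and 12 with the replicate block, Pmch, Cx3cr1 and Cd93 among them in both, and from 0 to 4 without 1 library, highest without E14.5 CKO replicate 3, and all 100 of the 100 splits drawn gave as many. Near Lef1 the correlation across genes of the log2 fold changes at both ages was 0.758 (p = 0.00280 against runs elsewhere; Spearman's rho 0.0878), and 1 of 100 splits drawn, the real one, gave as high a value. It rests on Rpl34, since without it the value was −0.176 (permutation p = 0.760 over the runs). With windows of 2 and 10 Mb it was 0.848 and 0.719. The share of genes near Lef1 at an unadjusted p under 0.05 at E14.5 ranged from 16.0% to 24.0% without 1 library, and its permutation p was under 0.05 in all of these except without CON replicate 3.

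The 4 tissue lists lower at E14.5 became 0 with the estimated correlation. Of the 10 splits, 2 gave at least as many lists. The real one gave 4, and the split with CON replicate 1 and CKO replicates 1 and 2 on one side gave 5. So the preset correlation can call as many lists in a split that mixes the genotypes. That split keeps 2 pairs together, and the wrong splits that part every pair gave 1, 1 and 0. The posterior hypothalamus list passed under fry (0.0680) and with a GC correction and the block (0.0255), and not by the main test. At P22 no list passed, all 10 of 10 splits gave as many, and from 0 to 1 passed without 1 library: meninges without CKO replicate 3 (8.86e-04) and posterior hypothalamus, higher, without CKO replicate 2 (0.0579). The 3 lists that differed between ages became 1 under fry and 1 with the estimated correlation.

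Genes near no change took either sign. With equal depth, Crhbp was −0.0695 at E14.5 (with the block) and −0.0181 at P22. Without 1 library, Crhbp ranged from −0.13 to 0.17 at E14.5 and from −0.00784 to 0.06 at P22, Nos1 at P22 from −0.0694 to 0.0894, Npy from −0.0350 to 0.0904 at E14.5 and from −0.00952 to 0.32 at P22, Pomc from −0.11 to 0.07 at E14.5 and from −0.16 to 0.43 at P22, Hcrt at P22 from −0.16 to 0.16 and Agrp from −0.0381 to 0.22. Over the 68 values per gene reported here, 783 values under alternatives with all 6 libraries held the same side of the threshold and direction in 679 cases, with 92 weaker, 10 stronger and 2 of the other sign. Without 1 library, 408 values gave 287 the same, 97 weaker, 5 stronger and 19 of the other sign. Among the same genes the replicate block changed 4 calls and no others: Lef1 at E14.5, htr1ab and rap1gap in zebrafish, and Tacr3 at P22 each passed with it and not without it. The test on genes near zebrafish lef1 was not run, since positions are held for 1511 of the 18628 genes.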

Differences from the paper's values

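At P22 the paper's S6 Table lists 4 genes at an adjusted p under 0.1, and 2 were found here. With DESeq2, the tool that the paper's methods name, 4 genes passed. With CON replicate 2 or CKO replicate 2 left out, 3 passed, which is within a factor of 1.5, and with the replicate block 6 did. None of the other alternatives set before the data were examined closed the gap: other size factors, other filters, no robust dispersion, log2(FPKM + 1), log2(FPKM + 0.1), an adjusted p under 0.05 and the other fits without 1 library gave 2.

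The paper calls 10 genes that were not called here, and all 10 passed with DESeq2, with the paper's direction. At P22 these are Tacr3, which the paper names as affected (adjusted p = 0.231 here, 0.00620 with DESeq2), and Gm15564 (1.00 here, 0.00153 with DESeq2, all with Benjamini-Hochberg adjustment). Tacr3 also passed with the replicate block (0.00378), although the numbers did not pair the samples at P22, and without CKO replicate 2 (0.0269). At E14.5 they are Lama2 (0.197 here, 0.0295 with DESeq2) and Yam1, which the annotation used here names Gm42418 (0.442 here, 7.61e-04 with DESeq2). Lama2 also passed with the block and without CKO replicate 3, and Yam1 without robust dispersion and without CON replicate 1.

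In zebrafish the 6 genes are htr1ab and rap1gap, which Fig 2B lists, FAT1 (2 of 2), plce1, cachd1 and dner, with adjusted p values here of 0.167, 0.187, 0.243, 0.102, 0.102 and 0.145, and with DESeq2 of 0.0404, 0.0997, 0.00879, 0.00966, 0.0199 and 0.0703 (Benjamini-Hochberg adjustment). All 6 also passed with the replicate block, and with equal depth and the block, an alternative chosen after seeing the values. Single libraries mattered too: htr1ab passed without control replicate 2, rap1gap, FAT1 (2 of 2) and plce1 without control replicate 1, and rap1gap, FAT1 (2 of 2), plce1 and cachd1 without mutant replicate 2. The gene plce1 also passed without robust dispersion. In the other direction, 11 zebrafish genes and 5 E14.5 genes called here are not called by the paper: faah2a, IKZF2, rprma, igsf21b, erich3, ncs1a, fgfrl1b, ldlrap1b, si:dkey-256e7.5, si:dkey-286j17.3 and aknad1, and Apod, Jcad, Vamp5, Rnf31 and Xlr3b.

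The paper states that Pmch is the single protein-coding gene at a unique locus that changed more than its fold threshold at E14.5. Here Xlr3b passed as well, narrowly (adjusted p = 0.0967), and it belongs to a multigene family. With DESeq2, 2 genes at E14.5 had a fold change over 2, against 3 in the main fit. Of the 21 genes called at E14.5 apart from Pmch and Rpl34, 16 stayed called with DESeq2.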

Other observations

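The tests of explanations in this part were chosen only after the results were seen.

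The gene Cartpt, whose decrease at P22 the paper reports from qPCR and in situ hybridization, had 42.0 ± 3.64 CPM in CON and 25.4 ± 6.94 CPM in CKO at P22 (SD, n = 3 mice). With a log2 fold change of −0.72 (SE 0.209), every CKO mouse was below every CON mouse. It did not pass over all genes (adjusted p = 1.00 from edgeR with Benjamini-Hochberg adjustment), its adjusted p over the 9 mouse genes the paper names was 0.0328, and without CKO replicate 1 its log2 fold change was −0.96 and its adjusted p 7.4e-05. The difference of its CKO effect between ages was −0.46 (SE 0.310), with an adjusted p of 0.389 over the 9 mouse genes the paper names.

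Lars2, which was called higher in CKO at E14.5 (log2 fold change 0.84), was lower at P22 (−0.81), and Gm42418 moved with it (0.97 and −1.29). Gm42418 is the gene that S5 Table names Yam1 and calls higher at E14.5, and it was not called here (adjusted p = 0.442 from edgeR with Benjamini-Hochberg adjustment). A source of reads that both genes share and that varies between libraries is a candidate explanation. The deviations of their log2 levels from the group means correlated across the 12 mouse libraries (Pearson's r = 0.914, permutation p = 4.0e-05; Spearman's rho = 0.846, permutation p = 8.6e-04), and r was 0.773 without the 2 libraries farthest from the median. Within each age, over 6 libraries, r was 0.922 at E14.5 (exact permutation p = 0.0125; Spearman's rho = 0.886, exact permutation p = 0.0333) and 0.920 at P22 (exact permutation p = 0.0111; Spearman's rho = 0.771, exact permutation p = 0.103), so at P22 alone the rank correlation was not below 0.05. Over the 12 libraries the r of 0.914 is in line with a shared source within groups, while what that source is was not tested. The list of 8 measured genes that gather reads from ribosomal RNA was not shifted as a whole, with an adjusted p of 0.783 at E14.5 (6 of 8 genes lower) and 0.638 at P22 from camera with Benjamini-Hochberg adjustment. The difference between ages of Lars2 was −1.65 on the log2 scale (unadjusted p = 0.00155 from edgeR; adjusted p = 1.00 over all genes). With DESeq2 the difference passed over all genes for Lars2 (adjusted p = 0.0473) and for Gm42418 (adjusted p = 0.0857), and with the replicate block it did not (adjusted p = 0.714 and 0.712 from edgeR, all with Benjamini-Hochberg adjustment).

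The neuron list was not shifted in either comparison (adjusted p = 0.783 at E14.5 and 0.983 at P22 from camera with Benjamini-Hochberg adjustment), and the posterior hypothalamus list had an adjusted p of 0.182 at E14.5 and 0.755 at P22. Meninges, endothelium, microglia and pericyte had adjusted p values of 0.895, 0.638, 0.895 and 0.895 at P22. Of the 19 mouse genes of the anxiety-related list tested at E14.5 and the 18 tested at P22, none was called, and 2 and 1 had an unadjusted p under 0.05.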
